# Macrophage-Secreted CSF1 Transmits a Calorie Restriction-Induced Self-Renewal Signal to Mammary Epithelial Stem Cells

**DOI:** 10.3390/cells11182923

**Published:** 2022-09-19

**Authors:** Anna Kosenko, Tomer Meir Salame, Gilgi Friedlander, Itamar Barash

**Keywords:** mammary gland, stem cell, calorie restriction, macrophage, monocyte, CSF1, RNA sequencing, niche

## Abstract

Calorie restriction enhances stem cell self-renewal in various tissues, including the mammary gland. We hypothesized that similar to their intestinal counterparts, mammary epithelial stem cells are insulated from sensing changes in energy supply, depending instead on niche signaling. The latter was investigated by subjecting cultures of mammary epithelial stem cells for 8 days to in vivo paracrine calorie-restriction signals collected from a 4-day-conditioned medium of individual mammary cell populations. Conditioned medium from calorie-restricted non-epithelial cells induced latent cell propagation and mammosphere formation—established markers of stem cell self-renewal. Combined RNA-Seq, immunohistochemistry and immunofluorescence analyses of the non-epithelial population identified macrophages and secreted CSF1 as the energy sensor and paracrine signal, respectively. Calorie restriction-induced pStat6 expression in macrophages suggested that skewing to the M2 phenotype contributes to the sensing mechanism. Enhancing CSF1 signaling with recombinant protein and interrupting the interaction with its highly expressed receptor in the epithelial stem cells by neutralizing antibodies were both affected stem cell self-renewal. In conclusion, combined in vivo, in vitro and in silico studies identified macrophages and secreted CSF1 as the energy sensor and paracrine transmitter, respectively, of the calorie restriction-induced effect on mammary stem cell self-renewal.

## 1. Introduction

A reservoir of bipotent and lineage-restricted mammary epithelial stem cells (MaSCs) drives morphogenesis and homeostasis of the mammary ductal tree, respectively [1,2]. Nevertheless, individual MaSCs are not distinguishable in the epithelial cell population and numerous studies have been aimed at enriching this population of cells (reviewed in [3]). Consequently, commonly used marker pairs CD24 and CD49f or CD44 and CD49f have been shown to enrich the MaSC population, which can repopulate de-epithelialized mammary stroma [4,5]. In vitro analyses of mammospheres generated under non-adherent conditions and cell-propagation assays have been established as reliable tools to monitor human [6], mouse [7,8] and bovine [9,10] MaSC self-renewal. 

Mammary-specific regulation of epithelial stem cell self-renewal by reproductive steroid hormones has been identified [11]. In addition, the activity of common self-renewal signals that affect stem cells in other tissues has also been demonstrated. Calorie restriction (CR), i.e., the limitation of energy (food) intake without malnutrition, has been extensively studied in the context of extending human and animal life spans and slowing the rate of aging ([12,13,14] and references therein). This beneficial aspect of a controlled decrease in energy supply involves induced self-renewal of undifferentiated somatic stem cells [15,16] that are able to replenish apoptotic tissue cells during homeostasis, repair damaged tissues [17] and inhibit the development of aging diseases [18,19]. CR has also been recently reported as a non-pharmacological intervention in induced and spontaneous cancers [20]. In a mouse model, it inhibited the growth of induced and spontaneous tumors, including breast cancer [21]. The mechanisms mediating this beneficial effect are not clear; it may involve a unique immune signature of CR and altered activation of metabolic pathways, such as AMPK/mTOR [20,22,23]. Nevertheless, direct association of the anti-tumorigenic effect of CR with stem cell activity has not been demonstrated. 

Indirect sensing of the decrease in energy supply by stem cells has been clearly demonstrated in the intestine, where individual stem cells at the bottom of the crypt are distinguished by the Lgr5 marker. Mechanistically, the reduced calorie intake causes decreased activity of the energy sensor mTOR in neighboring Paneth epithelial cells, which is translated into cADP ribose paracrine signaling for self-renewal of their juxtaposed stem cell ancestors [24,25,26]. CR has also been shown to induce MaSC self-renewal in mice and in bovine parenchymal tissue implanted in de-epithelialized mouse mammary gland [10].

The leading hypothesis of this study is that, similar to their intestinal counterparts, MaSCs are insulated from sensing changes in the energy supply to the tissue, and, in fact, depend on signals from a specific niche cell population. The intestinal energy-sensing and signaling Paneth cells are tissue-specific. Therefore, we aimed here to identify a corresponding energy-sensing niche and associated signaling to the MaSCs. 

MaSCs reside in the basal region of the ducts, possibly between the basal and luminal layers [1,2,27]. Hence, these cells are subjected to signals from several candidate cell populations: differentiated luminal cells and their progenitors, basal cells and non-epithelial cells. For example, steroid hormones were found to induce an 11-fold increase in MaSC number during pregnancy through paracrine signaling by the RANK ligand secreted by mature luminal cells [15]. In addition, Joshi et al. [28] demonstrated that progesterone propels MaSC expansion during the estrous cycle through paracrine signaling by the RANK ligand and WNT4, which are also secreted by luminal cells. Recently, the myoepithelium-secreted protease, Adamts18, has been reported to link steroid hormone action to MaSC niche activation [29]. Signals from non-epithelial cells also seem to be important for MaSC maintenance and expansion. Macrophages have been reported to be components of the spermatogonial and hematopoietic stem cell niches [30,31]. These monocyte-derived cells of the myeloid lineage play an important role in the innate immune defense system, but also have roles in tissue remodeling during development and in normal tissue homeostasis [32,33]. In the mammary gland, macrophages are required for branching morphogenesis ([34] and reviewed in [35]) and are essential for MaSC self-renewal [36]. CSF1 has been proposed to serve as a chemoattractant for macrophages to the stem cell niche. Recently, direct functional cross talk has also been reported between MaSCs and their macrophage niche through Dll1/Notch-mediated signaling [37,38].

Here, we report the identification of a mammary macrophage population that senses CR, polarizes to the M2 phenotype and transmits a self-renewal signal through CSF1 secretion to the MaSCs.

## 2. Materials and Methods

### 2.1. Mice and CR

Female virgin FVB/N mice (6 weeks old; ~21 g) were used in this study. They were housed under a 12 h light/dark cycle and fed ad libitum. Mice were subjected to CR for 8 weeks by receiving 70% of the food consumed by their ad libitum-fed counterparts on the previous day, with vitamin and mineral (Pfizer, Aprilia, Italy) supplementation. In each experiment, 20 mice were allocated to the CR group and a similar number of 20 mice served as their respective ad libitum-fed controls. MaSCs were separately extracted and collected from 32 mice. All animals used in this study were treated humanely. Study protocols were in compliance with the regulations of the Israeli Ministry of Health and local institutional policies (approval code 793/18). 

### 2.2. Flow Cytometry

Mouse #4 mammary glands were harvested and digested, as previously described [7,10]. Lineage^−^ (Lin^−^) cell suspension was prepared using the EasySep mouse epithelial enrichment kit according to the manufacturer’s protocol (StemCell Technologies, Vancouver, CB, Canada). Through magnetic separation, upon which the Lin^-^ procedure is based, endothelial and some hematopoietic and fibroblast cells were eliminated before sorting. Dispersed cells (10^7^ cells/mL) were resuspended in Hank’s Balanced Salt Solution (HBSS) containing 5% fetal bovine serum (FBS) (Biological Industries, Beit Haemek, Israel); they were labeled with phycoerythrin (PE)-conjugated anti-CD24 and fluorescein isothiocyanate (FITC)-conjugated anti-CD49f antibodies to identify MaSCs, as well as other epithelial and non-epithelial cell populations, or with PE-conjugated anti-CD24 and FITC-conjugated anti-CD14 antibodies to enrich for monocytes/macrophages. The antibodies, their sources and dilutions are given in Table S1. Fixable viability stain (FVS450; BD Biosciences, Bedford, MA, USA; diluted 1:500) was used to mark dead cells, which were eliminated from the cell separation. Cell clumps were excluded by filtration through a 40 μm mesh (Falcon, Bedford, MA, USA). Cell sorting was performed in a FACS Aria III cell sorter (BD Biosciences) at the Department of Biological Services of the Weizmann Institute of Science (Rehovot, Israel), as previously described [7,10,39]. Resulting data were visualized and analyzed by FACSDiva and FlowJo software (BD Biosciences). 

### 2.3. Cell Culture

To determine the carryover effects of the in vivo CR experimental period on MaSC properties, these cells were subjected to the conditioned media of the individually sorted mammary cell populations (i.e., luminal cells, luminal progenitor cells, basal cells and non-epithelial cells). Conditioned media were collected from 4-day cultures (unless otherwise indicated) of mammary epithelial or non-epithelial cells, which were derived from the #4 mammary glands of CR mice and their ad libitum-fed counterparts (see Section 3.1 for experimental details). The conditioned media contained a collection of paracrine-secretion factors that distinguished the CR-affected glands from their controls and were tested for long-term effects on stem cell self-renewal by analyzing propagation rate and mammosphere development under non-adherent conditions. To harvest the conditioned medium, cells from each of the sorted populations were seeded in a 96-well cell-culture plate (Corning, Lowell, MA, USA) at the concentrations indicated in the legends to the relevant figures. The culture medium (mammary medium) consisted of DMEM-F12 containing 5% FBS, hydrocortisone (0.5 μg/mL, Sigma, St. Louis, MO, USA), insulin (5 μg/mL, Sigma), gentamicin (50 μg/mL, Biological Industries), streptomycin and penicillin (100 μg/mL and 100 U/mL, respectively, Biological Industries), human epidermal growth factor (10 ng/mL, Merck, Darmstadt, Germany), human fibroblast growth factor 2 (10 ng/mL, Merck), heparin (4 μg/mL, Merck), cholera toxin (10 ng/mL, Sigma) and human leukocyte antigen B27 (4 μL stock/mL, Invitrogen, Carlsbad, CA, USA) [9]. Upon termination of the 4-day culture, the conditioned medium from each cell population was collected, centrifuged to eliminate cell debris and frozen at −80 °C. 

For propagation rate analysis, freshly sorted MaSCs were seeded in a 96-well cell-culture plate (Corning) at a density of 350–500 cells/well and cultured for 8 days (unless otherwise indicated) in conditioned medium harvested from cultures of the various cell populations. Cells were trypsinized at the indicated times, counted and, where noted, re-seeded at the indicated density for further follow-up. For the mammosphere assay, the sorted MaSCs were seeded in a 96-well ultra-low-attachment plate (Corning) at a density of 350–500 cells/well and supplemented with conditioned mammary medium. Developing mammospheres were visualized with an Eclipse Ti inverted fluorescence microscope (Nikon Instruments, Melville, NY, USA), equipped with NIS-Elements AR 3.2 imaging software.

### 2.4. Immunohistochemistry and Immunofluorescence 

Mouse #4 mammary glands were excised and fixed in Bouin’s solution. Fixed tissues were dehydrated in a graded ethanol series (50% to 100%), cleared in xylene and embedded in paraffin. Immunohistochemistry was performed on 5 μm thick paraffin-embedded sections after antigen retrieval. The sections were first blocked with the Fab fragment of goat anti-mouse IgG diluted 1:20 (Jackson ImmunoResearch Labs, West Grove, PA, USA) and then incubated overnight with the primary antibody at 4 °C. The antibodies and their dilutions are given in Table S1, and their ligands are described in the relevant experiment. The paraffin sections were then washed and incubated with N-Histofine (Nichirei Biosciences, Tokyo, Japan) for 30 min at room temperature. Signals were generated with 3,3′-diaminobenzidine (DAB) substrate (Vector Laboratories, Burlingame, CA, USA). Nuclei were stained with hematoxylin (Sigma). For immunofluorescence analyses of fixed tissues, paraffin sections were blocked and incubated with the primary antibody, as described above, and then incubated with secondary antibodies for 1 h at room temperature. Nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI) (Qbiogene, Irvine, CA, USA). For immunofluorescence analyses of cultured cells, mouse mammary cells were fixed with 4% paraformaldehyde, washed with PBS and treated with 0.5% Triton X-100 (BDH, Poole, England) for 5 min. Following overnight incubation in blocking solution (2% goat serum and 1% bovine serum albumin, *v*/*v*, in PBS) at 4 °C, the fixed cultures were reacted with primary antibodies for 1 h at room temperature and then overnight at 4 °C. Incubation with secondary antibodies (Table S1) proceeded for 1 h at room temperature, and nuclei were stained with DAPI. In all of the analyses, stained tissues were visualized and photographed under the Eclipse Ti inverted fluorescence microscope or an Olympus IX 81 inverted laser scanning confocal microscope (FluoView 500, Tokyo, Japan).

### 2.5. RNA Extraction, Sequencing and Bioinformatics 

Poly(A) RNA was extracted from 15,000 non-epithelial cells of an individual mouse #4 mammary gland using the Dynabeads mRNA DIRECT purification kit (Thermo Fisher, Waltham, MA, USA) according to the manufacturer’s protocol. Briefly, Lin^-^CD49f^neg^CD24^neg^ cells were sorted into individual tubes containing 40 μL lysis buffer. The poly(A) RNA was captured on poly-dT-bound magnetic beads. The beads were extensively washed and the bound RNA was eluted with 6.5 μL of 10 mM Tris-HCl (pH 7.5) buffer heated to 85 °C for 2 min. 

A bulk adaptation of the MARS-Seq protocol [40,41] was used to generate RNA-Seq libraries for expression profiling at the Crown Genomics Institute (Nancy and Stephen Grand Israel National Center for Personalized Medicine, Weizmann Institute of Science). Briefly, 30 ng of input RNA from each sample was barcoded during reverse transcription and pooled. Following Agencourt AMPure XP bead cleanup (Beckman Coulter, Indianapolis, IN, USA), the pooled samples underwent second-strand synthesis and were linearly amplified by in vitro T7 transcription. The resulting RNA was fragmented and converted into a sequencing-ready library by tagging the samples with Illumina sequences during ligation, reverse transcription and PCR. Libraries were quantified by Qubit and TapeStation, as well as by quantitative PCR for the housekeeping gene *ActB*. Single-end reads were sequenced in an Illumina NextSeq machine. Poly-A/T stretches and Illumina adapters were trimmed from the reads using cutadapt [42] and resulting sequences shorter than 30 bp were discarded. Remaining reads were mapped to the mm10 genome using STAR [43] with EndToEnd option and outFilterMismatchNoverLmax set to 0.05. De-duplication was carried out by flagging all reads that were mapped to the same gene and had the same unique molecular identifier (UMI). Reads were counted using Refseq annotations (1000 bases of the 3′ UTR) with htseq-count [44] and corrected for UMI saturation. Differentially expressed genes were identified using DESeq2 [45] with the betaPrior, cooksCutoff and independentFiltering parameters set to False. Raw *p* values were adjusted for multiple testing using the procedure of Benjamini and Hochberg. Pipeline was run using snakemake [46].

Heatmaps were produced as follows. For each gene, the DESeq2 normalized counts (log2 scale) were standardized to have zero mean and one-unit standard deviation. K-means partitioning clustering was performed with Euclidean distance measure. The expression profile is accompanied by a colored bar, indicating the standardized log2 normalized counts. GO analysis enrichment was performed with Mousemine (Mouse Genome Informatics, The Jackson Laboratory, Bar Harbor, Maine (http://www.mousemine.org (accessed on 22 April 2022)).

### 2.6. Statistical Analysis

Unless otherwise indicated, t-test was performed for statistical analyses.

### 2.7. Accession Numbers 

The RNA-Seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [47] and are accessible through GEO Series accession number GSE207481.

## 3. Results

### 3.1. The Inductive Effect of CR on MaSC Self-Renewal Is Mediated through Paracrine Signaling by the Non-Epithelial Cell Population

The hypothesis of the current study envisages a mammary cell population that senses the rate of energy flow to the tissue and mirrors CR in paracrine fashion to incompetent neighboring stem cells to promote self-renewal. To identify this hypothesized population and the involved signaling, evidence for the promotion of MaSC self-renewal was sought in the conditioned medium of candidate niche cell populations, seeded immediately after the in vivo CR experimental period (Figure 1A). Thus, female mice were subjected to CR by limiting their food consumption to 70% of their ad libitum-fed counterparts for 8 weeks. Following this period, their weight was 30% lower than that of their respective controls (Figure 1B). Mice were then sacrificed and #4 mammary glands were excised. Single-cell suspension was prepared and Lin^-^ mammary cell populations, devoid of endothelial cells and fibroblasts, as well as red blood cells and most fat cells, which were eliminated during the preparation and were subjected to flow cytometry using the CD24-labeled and CD49f-labeled antibodies (Figure 1C). In addition to the CD24^med^CD49f^high^ MaSCs, four candidate cell populations, compatible with mediation of stem cell self-renewal, were sorted: CD24^low^CD49f^high^ basal cells, CD24^high^CD49f^med^ luminal progenitors, CD24^med^CD49f^med^ differentiated luminal cells and CD24^neg^CD49f^neg-low^ non-epithelial cells [4,5,7,48,49,50]. Of these, the candidate cell population was determined by following the latent effects of its conditioned medium, collected after a 4-day incubation period, on cell propagation and mammosphere formation in cultures initiated from MaSCs. Importantly, the conditioned medium was only collected during the first days of culture to associate its long-term effects on the extracted stem cells and not on their subsequently differentiated progeny. As demonstrated in Figure 1D,E, MaSC self-renewal parameters (i.e., cell propagation and mammosphere generation) were significantly induced (15- and ~2-fold, respectively) only after the addition of conditioned medium collected from the non-epithelial cell population. 

The involvement of the non-epithelial cell population in mediating the inductive effect of CR on MaSC self-renewal was further characterized by applying longer incubation periods. Figure 2A illustrates the experimental design. Conditioned medium was collected from 4-day cultures of ad libitum-fed (control) and CR non-epithelial mammary cells to analyze the effect of continually secreted materials from the in vivo CR period on stem cell properties. To rule out the intrinsic effects of the culture and confirm carryover of the in vivo effect, conditioned medium was also collected on days 4–5, 4–6 and 4–7 of the culture. It was then individually supplemented to the cultures of the MaSC population for the first 8 days of culture for time-course monitoring of the latent effect of the in vivo CR period on cell propagation. Ten days after seeding, an initial induction in cell proliferation characterized both CR- and control-derived cultures (Figure 2B). This most likely represents an induced short-term proliferation of stem cells or both stem cells and their partly differentiated co-purified progenitors. During longer incubation, the initial inductive effect of CR on long-term stem cell self-renewal continued, the partly differentiated progenitor effect was gradually lost and the supplementation of conditioned medium derived from the non-epithelial CR cells resulted in a latent improvement of cell propagation and culture maintenance, compared to its respective control. This indicated an initially higher number of MaSCs in vivo. Extending the CR procedure in culture by diluting the CR conditioned medium to 65% did not affect propagation rate at the end of the culture period. In contrast to the significant effect of conditioned medium collected for the first 4 days of culture, no effects were observed for the supplementation of non-epithelial CR conditioned medium collected after the 4th day of culture (Figure 2C), or on days 4–6 (Figure 2D) or 4–7 (Figure 2E) of culture. This finding supports limited carryover of the in vivo CR effect to the initial 4-day culture period. The number of mammospheres generated from sorted stem cells, cultured in conditioned medium of non-epithelial cells, derived from CR mammary glands, was also significantly higher than that from their respective control. No significant difference was observed between the number of mammospheres developed in diluted, compared to non-diluted, medium (Figure 2F). In addition, no significant difference was observed between the number of mammospheres developed in conditioned medium of ad libitum-fed mice and fresh medium (not shown). 

### 3.2. CR Induces Csf1 Expression in Non-Epithelial Mammary Cells

Next, gene expression analysis was performed to identify a putative CR-responsive gene in the non-epithelial cell population that encodes a secreted protein with a positive effect on MaSC self-renewal. Non-epithelial mammary cells were sorted from dispersed cells of #4 mammary glands of individual CR and ad libitum-fed control mice. Poly(A) RNA was extracted and subjected to RNA-Seq analysis. 

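Non-epithelial (Lin-CD49fnegCD24neg) cells of the #4 mammary glands of 9 female FVB/N mice were profiled, 4 fed ad libitum and 5 kept under CR for 8 weeks, with 1 library per mouse. The paper gives the food of the CR mice as 70% of that of their ad libitum-fed counterparts, and the submitters' notes give 65%. Poly(A) RNA of 15000 cells per mouse was sequenced by a bulk form of MARS-Seq, a method that reads the 3' ends of transcripts and tags each molecule with an identifier, so that PCR copies are counted once. The authors mapped the reads to the mouse genome (mm10), counted molecules per gene and corrected the counts for saturation of the identifiers. They divided the counts of each library by its DESeq2 size factor. The deposited table holds these normalized counts for 11063 genes. Every value above 0 was a whole multiple of a single step per library (100% of the values, to within 0.0051 normalized counts), and dividing by that step recovered whole counts. The recovered counts summed to 817030, 382877, 529720 and 430659 in ad libitum-fed mice 2 to 5, and to 785301, 974109, 1317701, 1485963 and 911603 in CR mice 1 to 5. The median was 480190 for the ad libitum-fed mice and 974109 for the CR mice, so that depth and diet differed together. A single count was worth 0.898 to 1.95 normalized counts in the ad libitum libraries and 0.516 to 0.966 in the CR libraries. Differences between the diets were tested with limma (trend) on log2(normalized count + 1) over the 6815 genes that reached 10 normalized counts in at least 4 libraries, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of low genes. As in the legend of Figure 3, a gene was called at an adjusted p of at most 0.05, a fold change of at least 1.5 and at least 30 counts in at least 1 library, the last read as recovered counts. For members of gene lists, "higher" and "lower" refer to the adjusted p alone.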

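The expression profiles of non-epithelial cells fell into an ad libitum and a CR branch. Average-linkage clustering on 1 minus the Pearson correlation over the 6815 genes placed the 4 ad libitum libraries together and the 5 CR libraries together. Across genes, which are not independent replicates, r ran from 0.893 to 0.928 between CR mice, from 0.824 to 0.868 between ad libitum-fed mice and from 0.680 to 0.841 between the diets. The first principal component carried 44.8% of the variance and separated the diets. The branches remained the same when the markers of T, NK and B cells were left out, over 6793 genes. These markers are a small part of the genes, and other lymphocyte genes such as Cd6 stayed in. A dependence of the branches on lymphocytes was therefore not tested. When the 1067 called genes were left out, a choice made after the data were seen, ad libitum library 4 stood alone against the other 8 libraries. The called genes were selected for a difference between the diets, so that leaving them out weakens the branches by construction.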

Hierarchical clustering distinguished the two groups (Figure 3). 

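Lat, a T cell gene, had the smallest p-value among the genes lower in CR, and Ccl2 among those higher in CR. Lat encodes the adaptor that links the T cell receptor to its downstream enzymes, and fell from 580 ± 148 normalized counts (SD, n = 4 ad libitum-fed mice) to 39.5 ± 11.4 (SD, n = 5 CR mice), a log2 fold change of -3.86 (standard error 0.25, adjusted p = 4.51e-08, limma). It was followed by Coro1a, Dusp2, Ptpn18 and Ramp3, with log2 fold changes of -3.71, -3.35, -3.42 and -3.62. Ccl2, a chemokine that attracts monocytes, rose from 987 ± 257 (SD, n = 4) to 3194 ± 706 normalized counts (SD, n = 5), a log2 fold change of 1.71 (standard error 0.20, adjusted p = 7.94e-06, limma). The next were Egr1, a transcription factor of the immediate early response, with a log2 fold change of 1.39, Tnfaip6 with 1.39, Fosl1 with 1.83 and Cyr61, a matricellular protein, with 1.39. In all, 1067 of the 6815 tested genes were called. Of the genes of Table S2, 997 were called here in the direction given there and none in the opposite direction, 35 did not reach the filter on low values and 35 had an adjusted p above 0.05, while 70 genes were called outside that table.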

Overall, 1067 genes were differentially expressed between non-epithelial mammary cells from CR and ad libitum-fed control mice at adjusted *p* ≤ 0.05 (Figure 3A and Table S2 and Table 1). 

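Among the called genes whose values did not overlap between the diets, the largest decreases under CR were larger in size than the largest increases. Ikzf3, a transcription factor of lymphocytes, fell from 53.2 ± 22.1 (SD, n = 4) to 2.40 ± 2.22 normalized counts (SD, n = 5), Traf3ip3 from 44.1 ± 10.7 to 1.45 ± 1.71 and Psd4 from 39.7 ± 14.3 to 0.886 ± 0.752. Their log2 fold changes were -4.19, -4.47 and -4.45 (adjusted p = 4.35e-05, 4.02e-05 and 3.1e-05, limma). Duox1, an enzyme that makes hydrogen peroxide, rose from 3.18 ± 2.28 (SD, n = 4) to 24.7 ± 2.46 normalized counts (SD, n = 5), and Smad6, an inhibitor of BMP signaling, from 8.06 ± 5.47 to 40.8 ± 14.3, with log2 fold changes of 2.90 and 2.40 (adjusted p = 0.000835 and 0.00113, limma). In all, 541 of the called genes were lower and 526 were higher in CR, so that 50.7% were lower. These counts depended on the scaling of the libraries. With libraries scaled to the genes of the Fibroblasts list, 789 genes were lower and 55 were higher (93.5% lower), and the median log2 fold change of all genes moved by -0.44. Upper-quartile scaling gave 486 lower and 708 higher genes.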

More genes (581 genes, representing 54% of the total number) were identified with relative higher expression level in cells derived from ad libitum-fed mice, compared to their CR counterparts, whereas 486 genes (46% of the total number) were relatively highly expressed in the CR cells. 

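Chemokines, growth factors and matrix proteins stood among the called genes for secreted proteins. The chemokine Ccl7 rose from 329 ± 69.2 (SD, n = 4) to 980 ± 418 normalized counts (SD, n = 5), with a log2 fold change of 1.51 (adjusted p = 0.000147, limma). Angptl4, a secreted regulator of lipid uptake, rose from 60.2 ± 36.4 to 279 ± 108 (log2 fold change 2.29, adjusted p = 9.29e-05, limma), and Igfbp3, which binds insulin-like growth factors, from 478 ± 60.8 to 1219 ± 343 (log2 fold change 1.30, adjusted p = 0.000182, limma). Of 15 tested chemokines, 6 were higher and 1 was lower (the same counts when adjusted over the list alone), and of 12 tested genes of the IGF axis, 3 were higher and none was lower (3 when adjusted over the list alone). Neither list passed camera (adjusted p = 0.0531 for each). The median log2 fold change of the chemokines was 0.38, and -0.07 with libraries scaled to the genes of the Fibroblasts list, where 2 chemokines were higher and 2 were lower, no gene of the IGF axis was higher, and Igfbp3 had a log2 fold change of 0.85 and did not pass the test. Of the 151 genes listed in Table S2 as encoding secreted proteins, 144 were called. That list was chosen by the authors on these libraries, so the count is not independent evidence.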

By comparison to a combined dataset of genes encoding secreted proteins (UniPort, the universal knowledge base [51], Ingenuity Pathway Analysis [IPA; Qiagen, Redwood City, CA, USA] https://digitalinsights.qiagen.com/IPA (accessed on 26 April 2022) and the Human Genome Atlas), 151 differentially expressed genes encoding secreted proteins were identified (Figure 3B and Table S2, tab2). In contrast to the minor negative effect of CR on the total number of differentially expressed genes, only 48 of the genes encoding secreted proteins (32% of the total number) were expressed at relative higher level in the ad libitum-derived non-epithelial cells, compared to their CR counterparts, whereas 103 genes (68% of the total number) were relatively highly expressed in cells derived from CR mice. 

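Of the called genes for secreted proteins, 99 were higher and 45 were lower in CR. Those higher included Thbs2, a matricellular thrombospondin, which rose from 41.5 ± 22.5 (SD, n = 4) to 156 ± 37.6 normalized counts (SD, n = 5) (log2 fold change 2.00, adjusted p = 0.000107, limma), and Adamts1, a matrix protease, which rose from 302 ± 32.2 to 610 ± 138 (log2 fold change 0.99, adjusted p = 0.000753, limma). Those lower included the growth factors Tgfb1, with 59.6 ± 15.1 against 27.8 ± 4.65 normalized counts, and Areg, a ligand of the EGF receptor, with 29.0 ± 19.8 against 2.47 ± 3.40 (log2 fold changes -1.06 and -3.35, adjusted p = 0.00757 and 0.00448, limma). With libraries scaled to the Fibroblasts list, 12 were higher and 45 were lower, and Adamts1 had a log2 fold change of 0.53 and did not pass the test. Without ad libitum library 4, 64 were higher and 37 were lower.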

Gene ontology (GO) enrichment analysis identified compatibility between the main biological functions, characterizing the total number of differentially expressed genes (Figure 3A) and those of the encoded secreted proteins (Figure 3B). Genes that were relatively highly expressed in non-epithelial mammary cells of the ad libitum-fed mice were mainly involved in immunological aspects: T cell, lymphocyte and leukocyte activity. 

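Markers of T cells fell together in the non-epithelial cells of CR mice. All 18 tested markers of the T cells list, fixed before the data were examined, were lower (18 when adjusted over the list alone), with a median log2 fold change of -3.68. The paper, read before the list was fixed, reports lower T cell activity genes under CR in these mice, so that the list is not an independent prediction. Cd3g and Cd3d, subunits of the T cell receptor complex, fell from 151 ± 19.4 and 203 ± 59.3 normalized counts (SD, n = 4) to 9.83 ± 3.84 and 13.2 ± 4.15 (SD, n = 5), each with an adjusted p of 1.39e-07 from limma. The listed T cell genes made up 0.389% of all normalized counts in ad libitum-fed mice and 0.0277% in CR mice. The 3 tested markers of NK and cytotoxic cells were lower too (3 when adjusted over the list alone), among them Ctsw with a log2 fold change of -2.98 (adjusted p = 4.54e-05, limma). Blk, the only B cell marker that reached the filter, had a log2 fold change of -3.28 (adjusted p = 0.00132, limma). Both the T cells list and the NK list passed camera with its preset correlation (adjusted p = 3.25e-28 and 7.05e-05) and had an adjusted p = 0.0549 each with an estimated correlation.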

CR dampened this immune specificity by decreasing the expression of genes involved in immunological processes. For example, a 12- to 14-fold decrease was observed in the expression of *Cd6, Lta, Def6, Ccl5 and Cd69*. Consequently, an alternative variety of cellular activities emerged as significant in cells derived from the CR mice, ranging from cell motility and locomotion to epithelial development and tube formation. This CR-dependent shift in the enriched activities was confirmed by IPA of physiological system development and function (Figure S1) that also identified major regulators of this process.

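Genes of other immune functions were lower in CR as well. Of 5 tested markers of mast cells, 4 were lower (4 when adjusted over the list alone). The protease Mcpt4 fell from 147 ± 40.1 (SD, n = 4) to 22.5 ± 13.7 normalized counts (SD, n = 5), and Hdc, the enzyme that makes histamine, from 107 ± 28.3 to 15.8 ± 6.96 (adjusted p = 2.66e-05 and 6.79e-06, limma). Of 13 genes of MHC class I presentation, 9 were lower (9 when adjusted over the list alone), among them the activator Nlrc5 with a log2 fold change of -1.90 and the immunoproteasome subunit Psmb9 with -1.41. Of 4 tested genes of MHC class II presentation, 3 were lower (4 when adjusted over the list alone), with 213 ± 46.4 against 63.8 ± 45.3 normalized counts of Cd74, the invariant chain. Of 17 interferon response genes, 6 were lower (6 when adjusted over the list alone), among them Mx1 with a log2 fold change of -2.23. None of these lists had a higher member. In camera, the adjusted p was 1.97e-05 for mast cells, 1.19e-06 for MHC class I, 0.00196 for MHC class II and 0.00703 for interferon response genes. With an estimated correlation none passed, at an adjusted p = 0.185, an adjusted p = 0.207, an adjusted p = 0.271 and an adjusted p = 0.172 in that order.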

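The 5 named immune genes were each lower in all CR mice than in any ad libitum-fed mouse (exact permutation test, two-sided, p = 0.00794 for each, the smallest p that 4 mice against 5 allow). The paper named these genes for their decrease in the same mice, so that this test is not independent evidence of it. Cd6, a receptor on T cells, fell from 121 ± 21.3 (SD, n = 4) to 9.78 ± 4.24 normalized counts (SD, n = 5), and the chemokine Ccl5 from 270 ± 99.3 to 22.9 ± 11.8. The cytokine Lta fell from 51.3 ± 13.3 to 3.29 ± 2.85, Def6, a signaling protein of lymphocytes, from 57.5 ± 29.5 to 4.79 ± 4.76, and the activation marker Cd69 from 87.5 ± 36.1 to 6.93 ± 3.06. The mean in ad libitum-fed mice was 12.4 times that in CR mice for Cd6, 15.6 times for Lta, 12.0 times for Def6, 11.8 times for Ccl5 and 12.6 times for Cd69. The log2 fold changes were -3.58 for Cd6, -3.88 for Lta, -3.63 for Def6, -3.56 for Ccl5 and -3.48 for Cd69. The adjusted p of Lta was 6.98e-05 and that of Def6 0.000182 (limma).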

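Some genes of cell adhesion, matrix and vessel growth were higher in the non-epithelial cells of CR mice, and in each of these groups at least as many did not pass the limma test. Of 22 tested genes of cell adhesion and motility, 8 were higher and none was lower (12 and 1 when adjusted over the list alone), among them the fibronectin receptor subunit Itga5, from 101 ± 34.0 (SD, n = 4) to 231 ± 56.9 normalized counts (SD, n = 5), and Snai1, a transcription factor of epithelial-mesenchymal transition, from 32.0 ± 9.68 to 73.5 ± 12.7 (adjusted p = 0.00224 and 0.00328, limma). Of 29 genes of extracellular matrix remodelling, 11 were higher and none was lower (12 when adjusted over the list alone), with 5 higher without ad libitum library 4 and 7 without CR library 2. Of 16 genes of vasculature development, 8 were higher and none was lower (9 when adjusted over the list alone), among them the transcriptional regulator Id3, from 703 ± 71.6 to 1583 ± 321 normalized counts (log2 fold change 1.15, adjusted p = 9.74e-05, limma). Of 10 tested mammary niche factors, 3 were higher and 2 were lower (4 and 2 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.275). Only 1 of them was higher without ad libitum library 4 or without any of CR libraries 2, 3 and 5. Median log2 fold changes were 0.61 for adhesion, 0.54 for matrix and 0.90 for vasculature, and 0.05, 0.09 and 0.47 with libraries scaled to the Fibroblasts list, where 0, 3 and 1 of the genes were higher and Itga5, Snai1 and Id3 did not pass the test (log2 fold changes of 0.77, 0.77 and 0.69). In that scaling 1 adhesion gene was lower, as with scaling by library size alone, and 0 niche factors were higher and 2 were lower. In camera the adjusted p was 0.000413 for adhesion, 7.63e-05 for matrix and 7.05e-05 for vasculature, against an adjusted p = 0.0802, an adjusted p = 0.267 and an adjusted p = 0.0549 with an estimated correlation.

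**Figure D1:**
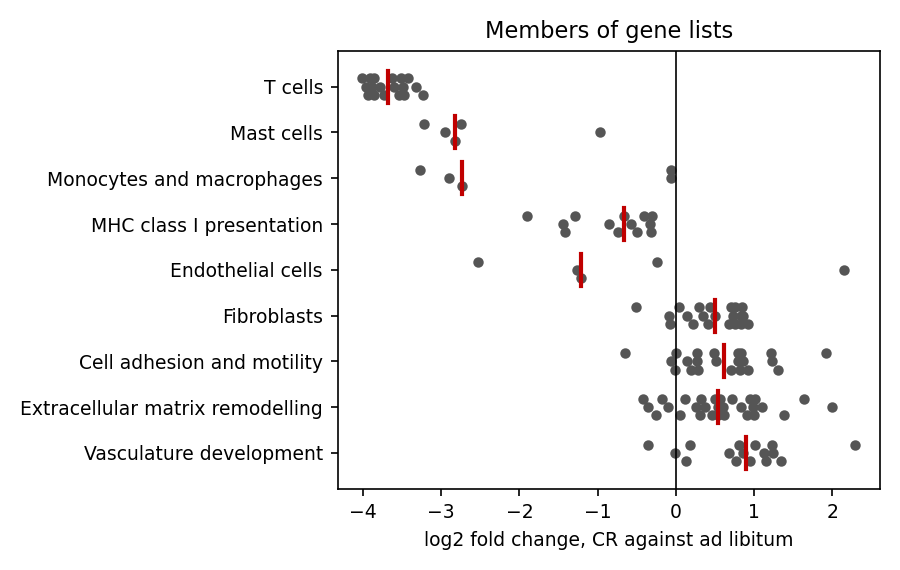
Log2 fold changes (CR against ad libitum-fed mice, horizontal axis) of the tested members of 9 gene lists, with 1 point per gene and a red line at the median of each list. The T cells markers lie around a median of -3.68, and the genes of vasculature development around 0.90.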

To identify distinct candidate genes, encoding paracrine secreted proteins, that induce stem cell self-renewal, the tool “My pathway” in IPA was applied. It and related genes encoding secreted proteins that are induced by CR to three lists of stem cell markers: (i) mouse mammary stem cell markers [7], (ii) combined mouse and human mammary stem cell markers [7] and (iii) stem cell markers from various mouse tissues [52]. 

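Several of the secreted effectors connected to stem cell markers were higher in the non-epithelial cells of CR mice. Igf1, a growth factor for the mammary epithelium, rose from 37.9 ± 12.1 (SD, n = 4) to 79.1 ± 13.8 normalized counts (SD, n = 5), and Plaur, the urokinase receptor, from 78.4 ± 9.64 to 155 ± 11.3, with log2 fold changes of 1.08 and 0.98 (adjusted p = 0.00705 and 0.00111, limma). The chemokine Cxcl12 rose from 926 ± 162 to 2183 ± 1079, the proteoglycan Dcn from 3729 ± 759 to 5983 ± 462, Vegfa from 146 ± 59.5 to 325 ± 60.3 and Trip6 from 46.5 ± 8.04 to 112 ± 11.4. Their log2 fold changes were 1.13, 0.70, 1.24 and 1.26 (adjusted p from 0.000299 to 0.00473, limma). Gdnf, with 3.16 ± 0.630 against 13.3 ± 7.49 normalized counts, lay below the filter on low values (exact permutation test, two-sided, p = 0.0238). Cdca5 had 1.82 ± 1.47 and 1.06 ± 1.49 normalized counts in ad libitum-fed and CR mice (exact permutation test, two-sided, p = 0.421). Brca1, Nav2, Rad54b, Tab3 and Trim37 were not analysed here. With libraries scaled to the genes of the Fibroblasts list, Igf1, Plaur, Cxcl12, Dcn, Vegfa and Trip6 did not pass the test, with log2 fold changes from 0.25 to 0.80.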

As demonstrated in Table 1, all three interactions between the CR-induced genes and the stem cell markers identified *Csf1* as a potential regulator of stem cell self-renewal activity. 

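Csf1, which encodes colony-stimulating factor 1, a growth factor of macrophages, was higher in the non-epithelial cells of each CR mouse than in those of any ad libitum-fed mouse. The gene lies on chromosome 3 of GRCm38 from 107741048 to 107760469. It had 333, 355, 207 and 500 normalized counts in ad libitum-fed mice 2 to 5 (349 ± 120, SD, n = 4) and 703, 774, 793, 507 and 623 in CR mice 1 to 5 (680 ± 117, SD, n = 5), from 161 to 1348 recovered counts per library. This is a log2 fold change of 1.01 (standard error 0.22, adjusted p = 0.00318, limma; exact permutation test, two-sided, p = 0.00794). Of the other members of the CSF family that reached the filter, Il34, the other ligand of the CSF1 receptor, had 14.0 ± 9.68 and 8.27 ± 3.51 normalized counts in ad libitum-fed and CR mice, Csf3 78.7 ± 44.2 and 99.5 ± 53.4, Csf2rb 94.1 ± 38.3 and 174 ± 122, and Csf2ra 15.5 ± 13.1 and 10.3 ± 3.63, with adjusted p from 0.405 to 0.901 (limma). Csf2 lay below the filter, and the receptor gene Csf1r was not analysed here. With libraries scaled to the genes of the Fibroblasts list, the log2 fold change of Csf1 was 0.55 (adjusted p = 0.18, limma). From the higher expression of Csf1 under CR, its links to stem cell markers and the expression of its receptor in stem cells, the paper proposes Csf1 as a mediator of the effect of CR on stem cell self-renewal. The paper adds staining of CSF1 and cultures with added CSF1 or with antibodies against its receptor, which were not analysed here.

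**Figure D2:**
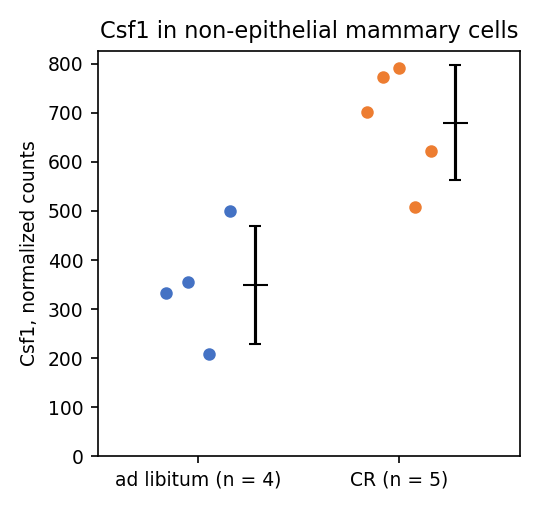
Normalized counts of Csf1 (vertical axis) in each ad libitum-fed mouse (n = 4) and each CR mouse (n = 5), with the mean and SD of each group at the right of its points. The CR mice lie between 507 and 793 normalized counts and the ad libitum-fed mice between 207 and 500.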

Its candidacy was further supported by its highly significant 2-fold higher expression in the CR-induced non-epithelial cells, as compared to ad libitum-fed controls (Figure 4A). Lower expression levels of *Csf1* in the MaSCs themselves, as compared to their differentiated counterparts (Figure 4A, 2.2–8 fold) was calculated from a previously generated dataset [7] that distinguishes MaSCs from their immediate progenitors and from more differentiated cells according to the expression of CD24, CD49f, CD200 and CD200R. Inversely, the expression of the Csf1 receptor (*Csf1R*) was almost undetected in the non-epithelial mammary cells, regardless of CR (Figure 4B). Importantly, *Csf1R* expression was detectable and significantly higher in MaSCs, as compared to their immediate progenitors and the differentiated epithelial cells (Figure 4B and [7]). These data combined current and previous analyses to identify *Csf1* expression in non-epithelial mammary cells, as a potential mediator of CR’s inductive effect on MaSC self-renewal.

### 3.3. CR-Induced CSF1 Expression Is Detected in the Mammary M2 Macrophage Population

The Lin^-^ non-epithelial CD24^neg^CD49f^neg-low^ mammary cells represent a heterologous population, a considerable fraction of which is associated with cell immunity. 

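Transcripts of fibroblasts were abundant in the sorted non-epithelial cells, and those of T cells, mast cells and macrophages were present at lower levels. The 24 genes of the Fibroblasts list took up 2.72% of the normalized counts in ad libitum-fed mice and 3.52% in CR mice, with 7463 ± 2507 and 9771 ± 1605 normalized counts of Gsn, an actin-severing protein of fibroblasts (SD, n = 4 and n = 5). Of 21 tested fibroblast markers 6 were higher and none was lower in CR (9 when adjusted over the list alone; 2 without ad libitum library 2, 1 without ad libitum library 4 and 3 with DESeq2), with an adjusted p of 0.00146 in camera and an adjusted p = 0.381 with an estimated correlation. The 13 analysed genes of monocytes and macrophages took up 0.0488% and 0.0250%. Of 5 tested, 3 were lower (3 when adjusted over the list alone) and none was higher in CR. Ctss, a lysosomal protease, fell from 55.0 ± 23.8 to 7.40 ± 3.14 and the signaling adaptor Tyrobp from 52.8 ± 29.0 to 4.05 ± 2.49 normalized counts (adjusted p = 0.000138 and 0.000635, limma). Cd14, a surface marker of these cells, had 110 ± 29.6 and 141 ± 117 normalized counts (log2 fold change -0.07, adjusted p = 0.946, limma). The list had an adjusted p of 0.00946 in camera and an adjusted p = 0.225 with an estimated correlation. It did not pass camera with libraries scaled to the Fibroblasts list (median log2 fold change -0.52, adjusted p = 0.233) or in counts thinned to the smallest library (-0.10, adjusted p = 0.212), a setting chosen after the data were seen. Of 5 tested endothelial markers 1 was higher and 1 was lower (the same when adjusted over the list alone; none was higher when ad libitum library 2 or 4 or CR library 1, 2, 3 or 4 was left out, and 2 were lower without CR library 3), and of 6 markers of pericytes and smooth muscle 2 were higher (2 when adjusted over the list alone; 1 without ad libitum library 4, CR library 3 or CR library 5). Of 4 luminal markers 1 was lower (1 when adjusted over the list alone), and none of 2 basal and 4 adipocyte markers passed the limma test. When libraries were scaled to the Fibroblasts list, 1 macrophage, 2 endothelial, 2 luminal and 1 adipocyte marker were lower, no pericyte marker was higher (median log2 fold change -0.06, against 0.39), and no fibroblast marker was higher, the last by construction. In camera the adjusted p was 0.181 for endothelial, 0.148 for pericyte, 0.181 for luminal and 0.527 for adipocyte markers.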

To identify immune cells involved in the CR-induced CSF1 secretion, this cell population was further dissected and CD24^neg^ cells were sorted and collected according to the expression of CD14—an established marker of the myeloid lineage-derived monocytes/macrophages [53,54,55]. A CD24^neg^CD14^high^ (P1) cell subpopulation was sorted (Figure 5A), cultured, fixed and confirmed by immunofluorescence analysis to contain cells expressing CD14, but not CD3 or CD19 (Figure 5B,B′). CD3 and CD19 are established markers of the lymphoid lineage-derived T cells [56,57] and B cells [58,59], respectively. The cultured CD24^neg^CD14^low^ (P2) population did not express detectible levels of CD14 and was composed of cells expressing high levels of CD3. CD19-expressing B cells were detected only in CD24^high^ cell populations (P4) that represent luminal progenitors [60]. The P3 population consisted of differentiated luminal epithelial cells. 

Figure 5E demonstrates the proportions of these cell subpopulations among the sorted single live Lin^–^ mammary cells. The CD24^pos^ and CD24^neg^ cells represent comparable halves of the sorted populations in the mammary glands of both ad libitum-fed and CR mice. Within the non-epithelial CD24^neg^ population, CR induced the number of CD14^pos^ (P1) myeloid monocytes/macrophages by 65%. Conversely, the CD14^low-neg^ lymphoid cell (P2) population was larger in the ad libitum-fed control mammary gland by a comparable proportion (69%). Of note, there were no significant differences (*p* < 0.05) between the proportions of the subpopulations derived from the ad libitum-fed and CR mice in any of these comparisons. 

In vivo localization of the defined CD24^neg^ subpopulations was also studied. CD14^pos^ monocytes/macrophages were identified by immunohistochemical analysis around and between the luminal and basal layers of the ducts, as well as within the lymph node (Figure S2). Immunofluorescence analysis demonstrated induced CSF1 expression in the mammary glands of CR mice (Figure 6A′,A″) and in 3-day cultures of the P1 (monocyte and macrophage) population derived from CR mice, as compared to their ad libitum-fed counterparts (Figure 6B,B′). CSF1R was highly expressed in the cultured MaSCs but was not detected in the cultured monocyte/macrophage population (Figure 6C,C′). 

The F4/80 glycoprotein marks differentiated macrophages [34]. It was co-expressed in most CD14^pos^ cells and also detected by immunofluorescence analysis in the epithelial mammary ducts and lymph node (Figure 7A,B and Figure S2). The few differentially stained cells may represent completely undifferentiated myeloid cells that do not express F4/80, or fully differentiated cells in which the F4/80 was not detected for technical reasons. M1/M2 macrophage polarization toward pro-inflammatory or anti-inflammatory (wound-healing) states, respectively, plays an important role in regulating tissue homeostasis. The pStat1 and pStat6 expression identifies the respective phenotypes [61,62,63]. CR glands maintained a high number of strongly pStat6-stained macrophages/monocytes, as compared to the scarce and low pStat6-stained monocytes/macrophages in the ad libitum-fed mice (Figure 7B,B′), suggesting dominance of the M2 phenotype upon CR. The pStat1 expression was undetected in the virgin gland (Figure 7C). Its expression in the pregnant gland served as a positive control in this analysis (Figure 7C′). 

### 3.4. Manipulating CSF1 and CSF1R Activities Affects MaSC Self-Renewal

CR-induced CSF1 expression was detected in the non-epithelial monocyte/macrophage cell population in vivo and in the subsequent culture, thus confirming the RNA-Seq analysis. In contrast, CSF1R was detected in MaSCs, but not in monocytes/macrophages. The involvement of CSF1, acting via its cognate receptor, in MaSC self-renewal was further studied by the complementary analyses of cell propagation and mammosphere generation under non-adherent conditions (Figure 8). Here, CSF1 activity was induced by the addition of recombinant CSF1 to cultures of freshly isolated MaSCs, while CSF1R expression was downregulated in the highly expressing MaSCs by neutralizing antibodies [64]. CSF1 supplementation for the first 8 days to cultures stemming from MaSCs induced latent cell propagation (Figure 8A) and mammosphere formation (Figure 8B) in a dose-dependent manner. Differences of up to 1.6- or 1.7-fold, respectively, were still measured at the end of the respective 70- and 54-day culture periods. Conversely, addition of CSF1R neutralizing antibodies to MaSC cultures resulted in a comparable decrease in both cell propagation rate and mammosphere formation by 1.6- and 1.8-fold, respectively, by the end of the culture period (Figure 8C,D).

## 4. Discussion

MaSCs are metabolically crippled, compared to their common progenitors [7] and depend on their differentiated luminal and basal descendants to receive self-renewing renewal steroid hormone signals [11,15,28,29]. CR induces self-renewal of MaSCs [10], but no evidence was available for a comparable absence of MaSC sensor that detects changes in the energy status of the tissue or for a putative niche that transmits specific self-renewal signals in response to the CR. Nevertheless, previous observation indicated that intestinal Paneth cells do transmit a CR signal for self-renewal of their neighboring Lgr5^+^-defined stem cells [24,25]. Seeking a comparable mammary detection and signaling system, all of the CR paracrine signals were collected here in conditioned medium of short-term cultures from individual mammary cell populations derived from CR mice and their ad libitum-fed counterparts. A significant self-renewal-inducing effect of CR was only exerted by conditioned medium from the non-epithelial cell population. In contrast to the differentiated mammary epithelial cells that transmit steroid hormone signals, or the intestinal signaling Paneth cells, this population has no lineage association with their stem cell ancestors and its contribution to mammary gland development ranges from passive support to trophic factor supplementation. RNA-Seq analysis of this hypothetical niche was performed to identify a gene that codes for a secreted protein, which meets the characteristics of a paracrine mediator of CR-induced stem cell self-renewal. Concurrent with the substantial content of hematopoietic cells in the analyzed non-epithelial cell population and their reported repressive effect on immune functions [65,66,67], CR decreased the expression of genes that mediate immunity, and especially those encoding secreted proteins, to a level that did not allow the identification of this unique activity in the cell metabolism. On this background, significant 2-fold induction was detected in the expression of a gene encoding the secreted protein CSF1, which was associated with induced MaSC self-renewal markers. CSF1 is a hematopoietic growth factor that binds the tyrosine kinase receptor *c-fms* and induces myeloid macrophage proliferation [68,69]. Nevertheless, it has also been reported [70] that exposure of monocytes (macrophage ancestors), but not T-lymphocytes, to γ interferon or phorbol myristate acetate induces endogenous CSF1 expression in the monocytes themselves, suggesting that these cells, similar to T cells [71] and B cells [72], can be induced to release growth factor, specifically for their own lineage. Accordingly, by combined RNA-Seq, flow cytometry, immunohistochemical and immunofluorescence analyses, the inductive effect of the non-epithelial cell population on MaSC self-renewal was narrowed down to the CSF1-secreting, CD14/F4/80-expressing macrophages. Macrophages are pleiotropic cells that assume a variety of functions, depending on their tissue of residence and that tissue’s state. In addition to their phagocytic properties, they maintain homeostasis and coordinate responses to stresses, such as infection and metabolic challenge [32,73]. It has been suggested that macrophages play a role in mammary tissue remodeling by engulfing apoptotic epithelial cells during ductal morphogenesis [74,75].

The proportion of macrophages/monocytes among the non-epithelial cell population was non-significantly increased by CR, but this may only partly explain the significant 2-fold induction in CSF1 expression detected by the RNA-Seq analysis. Moreover, macrophage cultures from CR females demonstrated high CSF1 expression, compared to the almost undetected CSF1 levels in their control counterparts. Thus, CR mainly results in the induction of CSF1 expression and secretion in macrophages, contributing in a paracrine fashion to MaSC self-renewal. Interfering with the endogenous ligand–receptor interaction of CSF1–CSF1R by CSF1R-neutralizing antibodies or contributing to the CSF1 signal by the addition of recombinant CSF1 resulted in a respective decrease or increase in these MaSC self-renewal markers. Combined with the previous observation that MaSCs maintain high expression of CSF1R [7], these findings provide a mechanistic aspect to the previously published hypothesis that MaSCs require macrophage-derived factors to be fully functional [36]. Moreover, the higher activity of Stat6, the ultimate marker of M2 macrophages, which was strongly detected in mammary monocytes/macrophages of the CR mice, compared to the scarce number of pStat6-expressing cells in the respective controls, suggests skewing of this population from the M1 pro-inflammatory state to the M2 anti-inflammatory phenotype. The latter macrophage type benefits from a more efficient oxidative phosphorylation energy source that could partly compensate for reduced energy flow, as compared to the glycolysis utilized by the Krebs cycle-defective M1 phenotype (Figure 9). It has been shown that depending on the stimuli received by the microenvironment, macrophages can switch from the M1 to M2 state and vice versa [76], and that adipose tissue macrophages in lean animals activate the anti-inflammatory (M2) phenotype, whereas adipose tissue macrophages of obese mice maintain the classical pro-inflammatory (M1) type [77,78]. 

While the M1–M2 skew presents an attractive machinery for the endogenous response of tissue macrophages to CR, the associated CSF1 secretion from these cells represents the anticipated paracrine signaling, linking the macrophage energy sensor to the induction of MaSC self-renewal. Indeed, CSF1 was highly expressed in CR macrophages and induced the expression of MaSC markers. CSF1R was highly expressed in MaSCs and the effect of the CSF1–CSF1R interaction on MaSC self-renewal was modulated by external CSF1 supplementation or receptor inhibition. As the absence of CSF1 expression retards mammary tumor progression and metastasis involving mammary progenitors, but not tumor initiation that results from stem cell activity [79], there may be an additional, separate and distinct effect of CSF1 on mammary gland progenitors and the differentiated mammary epithelial cells.

A Notch–DLL1 interaction has been reported to associate macrophages with MaSCs, and WNT secretion from the macrophages induces stem cell proliferation [37,38]. The current study presents an additional route for the macrophage–stem cell interaction for the specific delivery of CR-induced self-renewal signals. The involvement of mTOR-mediated CR signaling, such as that demonstrated in the intestine [24] cannot be entirely ruled out, since expression of *Bst1*, which triggered intestinal Paneth cells’ cADP ribose paracrine secretion toward stem cell self-renewal, was induced in tissue extracts of CR-treated mammary gland (but not in rapamycin-treated ones [10]). Nevertheless, *Bst1* expression in the non-epithelial cell populations was low and unaffected. Thus, *Bst1*-mediated signaling might be exerted by non-epithelial mammary populations that were underrepresented here (fibroblasts or fat cells) or depend on the synergistic activity of at least two populations.

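Bst1, which encodes an enzyme that makes cyclic ADP-ribose, was near the limit of detection in the non-epithelial cells. It lies on chromosome 5 of GRCm38 from 43818880 to 43843468. It had 1.80, 3.90, 0 and 0 normalized counts in ad libitum-fed mice 2 to 5 and 3.87, 8.08, 11.8, 0 and 0.86 in CR mice 1 to 5, from at most 20 recovered counts in a library. The difference in the mean of log2(normalized count + 1) was 1.06 (exact permutation test, two-sided, p = 0.294), which did not pass the test.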

In conclusion, the current study provides evidence of a novel role for macrophages as CR sensors in the mammary gland that transmit CSF1-mediated signaling for MaSC self-renewal.

## Figures and Tables

**Figure 1:**
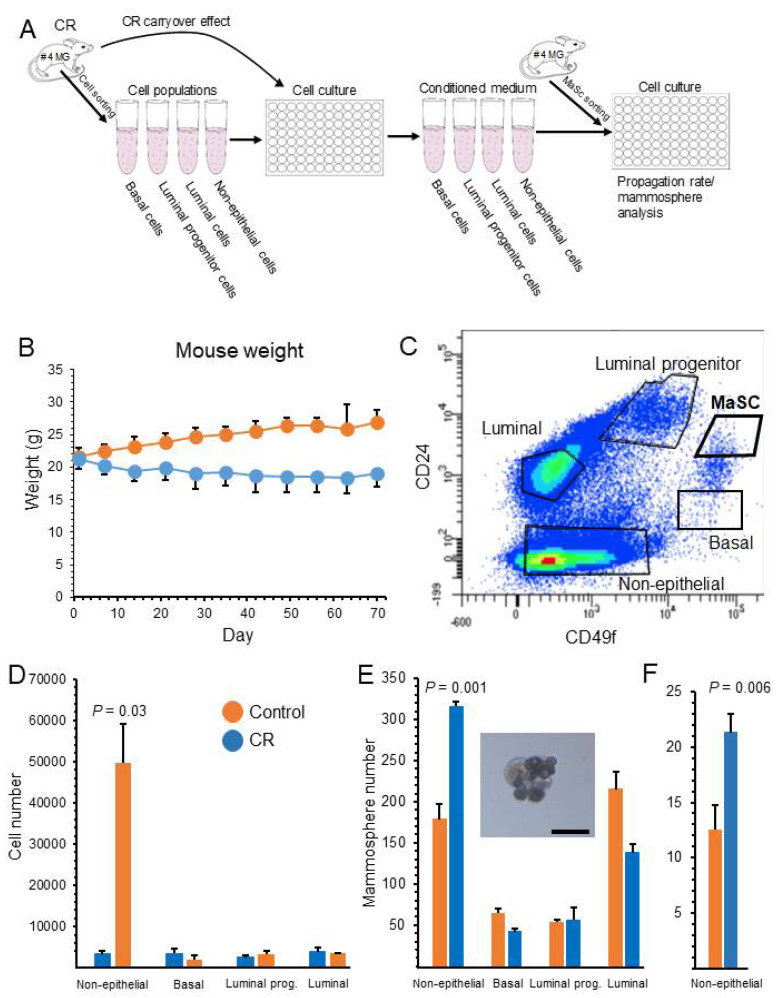
Initial recognition of the non-epithelial cell population as a mediator of the inductive effect of calorie restriction (CR) on mammary epithelial stem cell (MaSC) self-renewal. (**A**) Scheme of the experiment. Four candidate mammary cell populations from ad libitum-fed and CR mice were sorted and cultured for 4 days: basal, luminal, luminal progenitors and non-epithelial. Conditioned medium was collected and incubated with freshly isolated MASCs for 8 days. Cell propagation and mammosphere formation were monitored at later dates. (**B**) A 30% difference in body weight was observed between CR mice and their ad libitum-fed counterparts at the end of the in vivo experimental period. Dots represent mean ± SEM of 20 mice’s body weight. (**C**) Flow cytometry analysis of Lin^-^ mammary cells identified five cell populations. The MaSC population is emphasized. (**D**) Conditioned medium from CR non-epithelial cells induced cell propagation in cultures initiated by MaSCs. Conditioned medium was collected from 12,000 cells/well of each population incubated for 4 days in 100 µL mammary medium in 96-well plates. It was then added to freshly prepared MaSC cultures (100 µL to 500 cells/well). After 12 days of incubation, the cells were counted. Only conditioned medium from CR non-epithelial cells increased cell-propagation rate, compared to its respective control. Bars represent mean ± SEM of 5 replications. Bars represent mean ± SEM of 5 replications. (**E**,**F**) Mammosphere formation was induced after 41 days of incubation (E > 4 cells, F > 10 cells) by conditioned medium of CR non-epithelial cells. See Panel D for the number of seeded cells. Inset: typical mammosphere. Representative demonstration of three independent experiments, starting from the in vivo CR period, is presented. Bars represent mean ± of 5 replications. Bar = 50 µm. MG—mammary gland.

**Figure 2:**
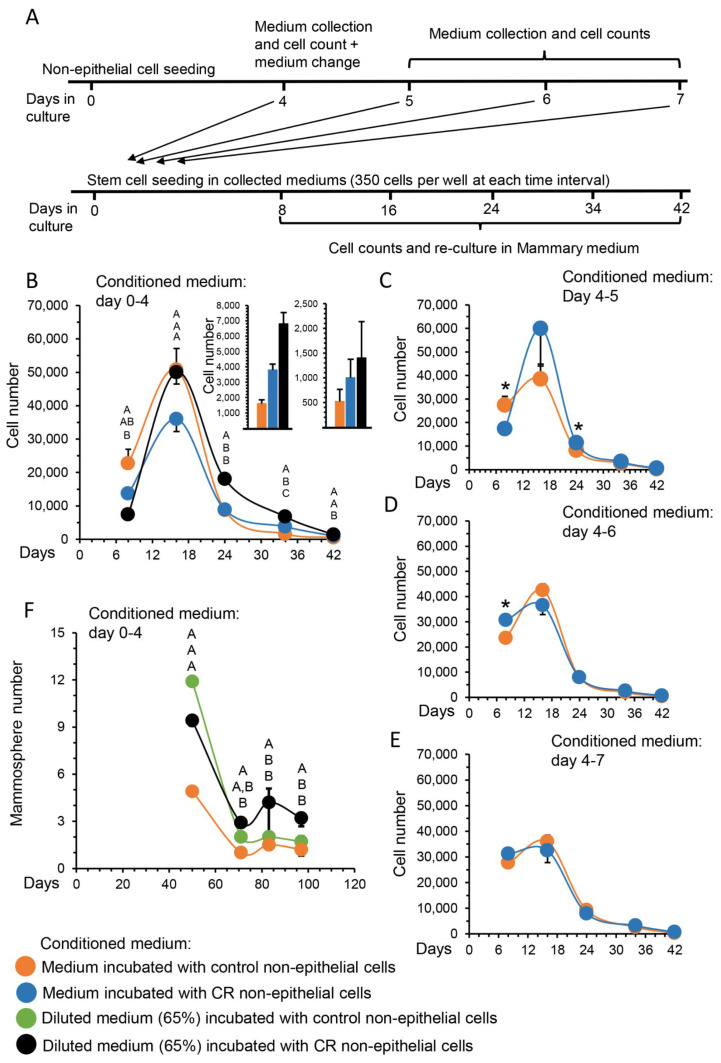
Time-course analysis confirming the involvement of non-epithelial cells in transducing the latent effect of calorie restriction (CR) on mammary epithelial stem cell (MaSC) self-renewal. (**A**) Scheme of the experimental procedure for the propagation rate analysis. Non-epithelial cells were cultured for 4 days in mammary medium (17,000 cells/well in 96-well plate) and conditioned medium was collected as described in Figure 1A. For the first 8 days of culture, 100 µL conditioned medium was supplemented to 350 freshly prepared MaSCs per well. Cells were trypsinized, counted and re-seeded at the equal concentration of 350 cells/well in 100 µL fresh mammary medium to confirm a latent CR effect. This procedure was repeated at each of the indicated times when cell propagation was analyzed. To confirm a time-limited carryover effect, conditioned medium was also collected between days 4 and 7 of the culture period and used to analyze MaSC propagation rate. (**B**) Time-course analysis of propagation rate in MaSC-initiated cultures. Points represents mean ± SEM of cell number, N = 5. Inset: Cell number on days 34 and 42 of culture. Statistical analysis was performed by one-way ANOVA (Tukey–Kramer means comparison). Different letters above the chart indicate statistically significant (*p* < 0.05) differences in the comparison of each value to its counterpart values. (**C**–**E**) Propagation rate was analyzed with conditioned medium collected at later dates from the non-epithelial cell culture. Points represents mean ± SEM of cell number in five replications. A *t*-test was performed to identify statistical differences between treatments. * *p* < 0.05. (**F**) Analysis of mammospheres generated from MaSC-initiated cultures that were supplemented with conditioned medium of non-epithelial cells from ad libitum-fed and CR-treated mice. Points represent mean ± SEM of five replications. Different letters above the chart indicate statistically significant (*p* < 0.05) differences in the comparison of each value to its counterpart values.

**Figure 3:**
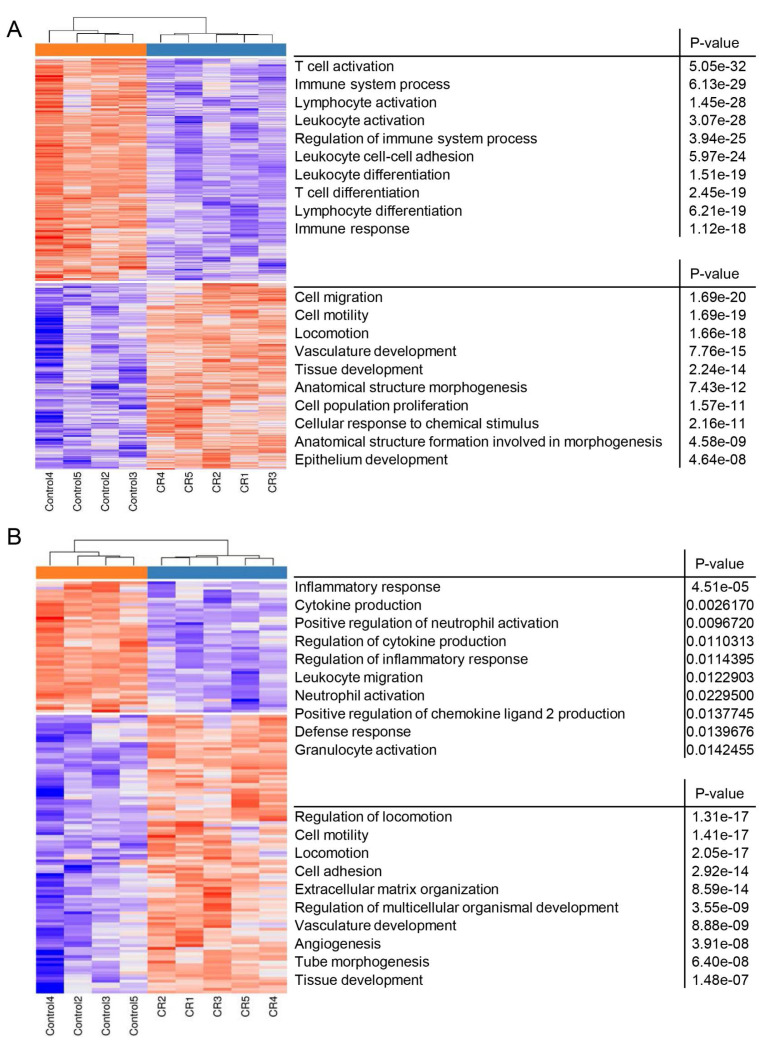
Heatmap and GO analysis presenting enriched biological activities affected by differentially expressed genes in non-epithelial mammary cells derived from ad libitum-fed and calorie restriction (CR)-treated mice. (**A**) Heatmap of all differentially expressed genes. (**B**) Heatmap of differentially expressed genes encoding secreted proteins. Criteria of ≥1.5-fold change, adjusted *p* ≤ 0.05 and minimum 30 counts in at least one of the samples was applied to distinguish the CR effect.

**Figure 4:**
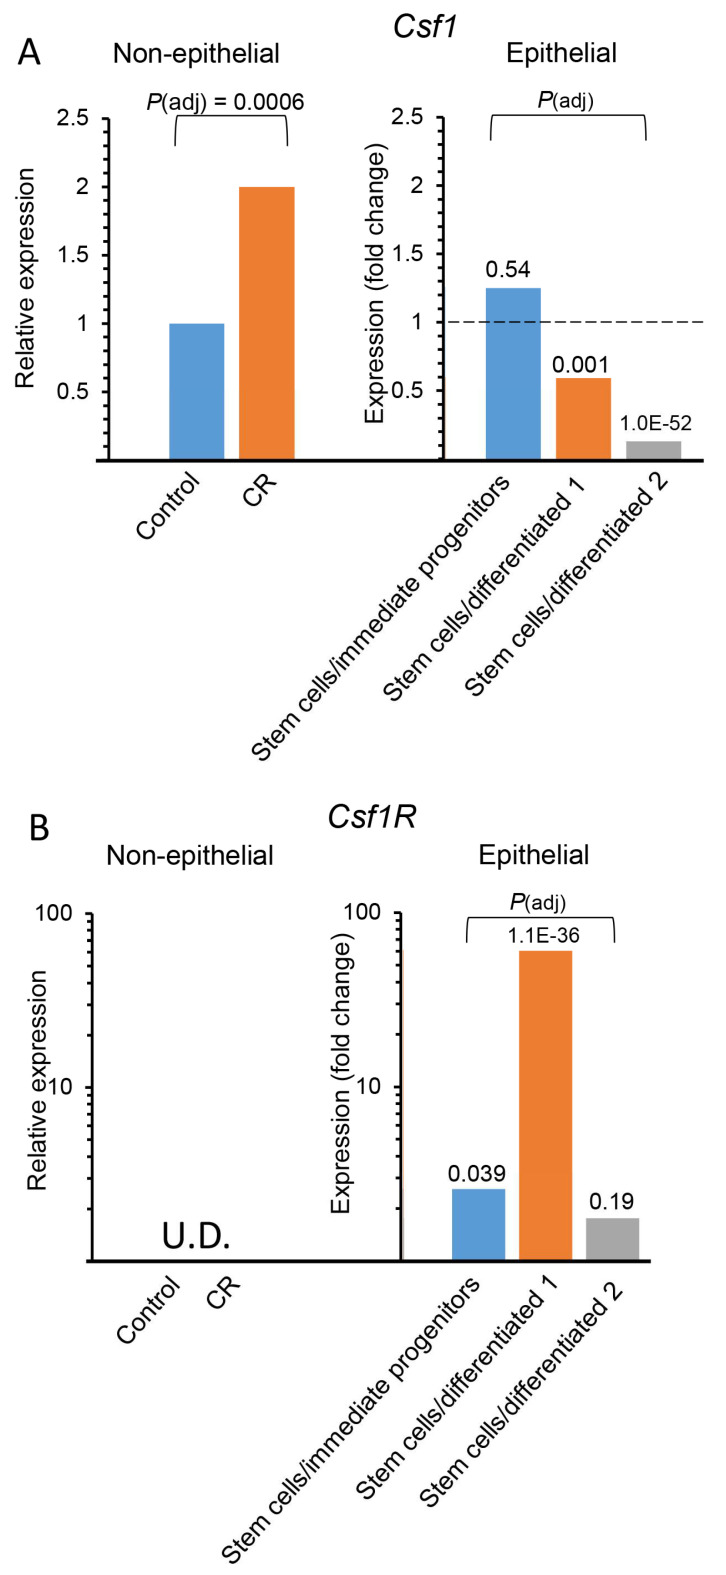
Calorie restriction (CR) induces *Csf1* expression in non-epithelial mammary cells. The analysis of gene expression in the non-epithelial cells was performed in this study. Gene expression analysis in the various stages of epithelial cell differentiation was previously performed [7]. (**A**) *Csf1* expression is induced by CR in the non-epithelial cells relatively to the ad libitum control (control = 1). Its expression is lower in mammary epithelial stem cells (MaSCs), compared to their differentiated cell counterparts. (**B**) *Csf1* receptor *(Csf1R*) expression is barely detectable in non-epithelial cells. It is highly expressed in MaSCs, compared to their common progenitors and differentiated counterparts. Two independent comparisons of *Csf1* or *Csf1R* expression in MaSCs vs. their differentiated epithelial cell counterparts were performed. 1—Stem cells/differentiated cells expressing CD200 but not CD200 receptor (CD200R1). 2—Stem cells/differentiated cells that expressing CD200R1 but not CD200. U.D.—undetected.

**Figure 5:**
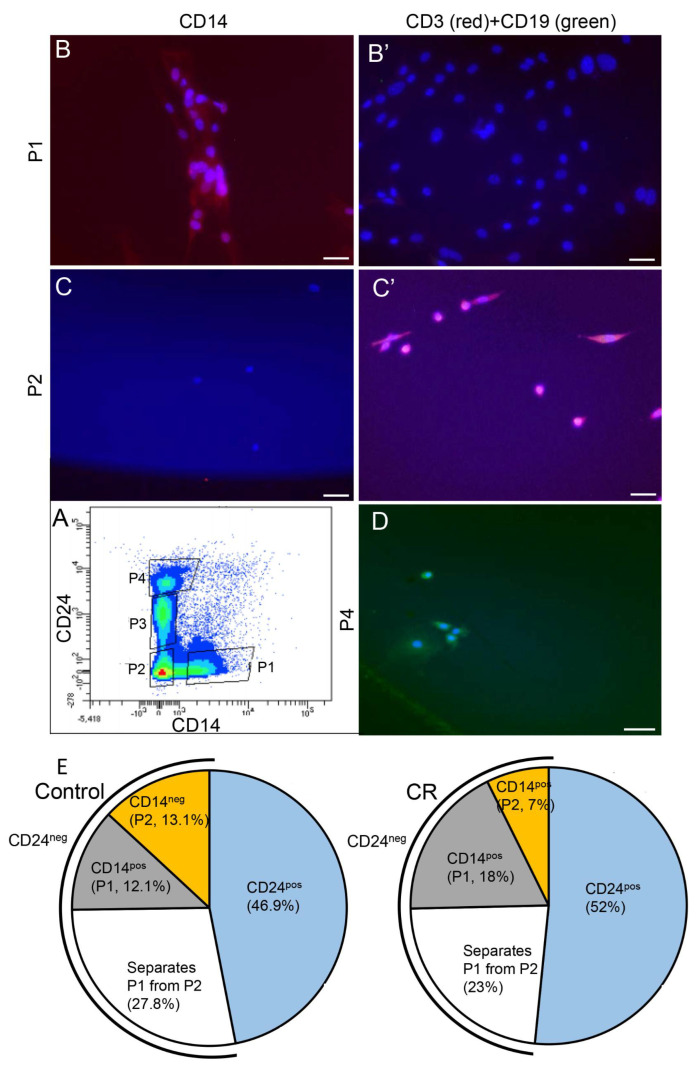
Lin^-^ non-epithelial cell population contains distinguishable myeloid and lymphoid cell subpopulations. (**A**) Flow cytometry analysis separating subpopulations in the non-epithelial cells. (**B**,**B′**) The P1 population (CD14^pos^ CD3^neg^ CD19^neg^) contains mainly monocytes/macrophages, but not lymphoid cells. (**C**,**C′**) The P2 population (CD14^neg^ CD3^pos^ CD19^neg^) contains T cells, but not monocytes/macrophages or B cells. (**D**) The P4 contains B cells. (**E**) Pie charts demonstrating flow cytometry-based analysis of the proportion of each population among the Lin^−^ live mammary cells. Three independent analyses were performed and the mean values are presented.

**Figure 6:**
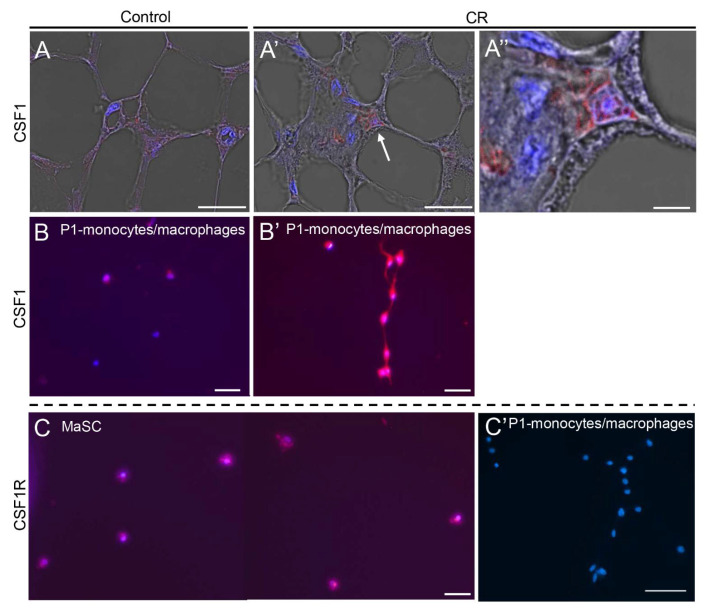
Immunofluorescence analysis demonstrating the inductive effect of calorie restriction (CR) on CSF1 expression in the mammary gland. (**A**–**A″**) CR induces CSF1 expression in the mammary ducts. Arrow indicates CSF1-expressing cell. (**B**,**B′**). CR-induced CSF1 expression in P1 (Figure 4A) monocytes/macrophages cultured for 4 days. (**C,C′**) CSF1R is highly expressed in mammary epithelial stem cells (MaSCs) after attachment but is not detected in monocytes/macrophages of the P1 fraction. Bar = 50 µm.

**Figure 7:**
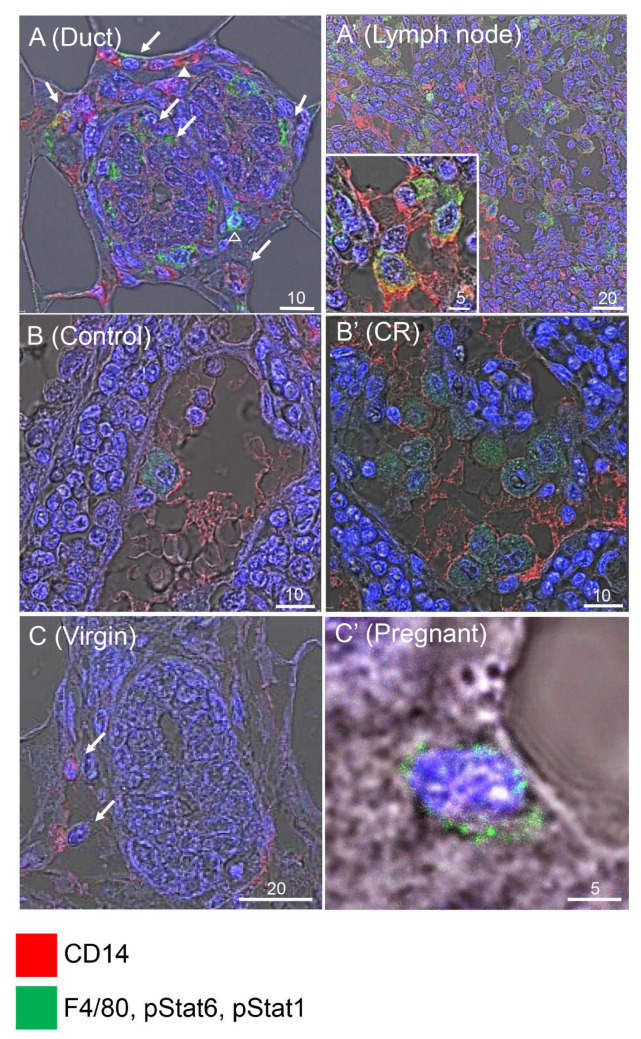
M2 macrophage polarization is induced by calorie restriction (CR). (**A**,**A′**) CD14 and F4/80 are co-expressed in mammary ducts (**A**) and lymph node (**A′**). Arrows indicate cells expressing both CD14 and F4/80. Arrowheads mark rare cells expressing either CD14 or F4/80. Inset, larger magnification of cells co-expressing CD14 and F4/80. (**B**,**B′**) CR induces the number of cells co-expressing CD14 and pStat6. (**C**,**C′**). The pStat1 expression is not detected in the virgin mammary gland by immunofluorescence, but pStat1-expressing cells are detected in the pregnant gland. Representative analysis of five independent mammary glands. Arrows indicate cells expressing CD14. Numbers above bars indicate their range in µM.

**Figure 8:**
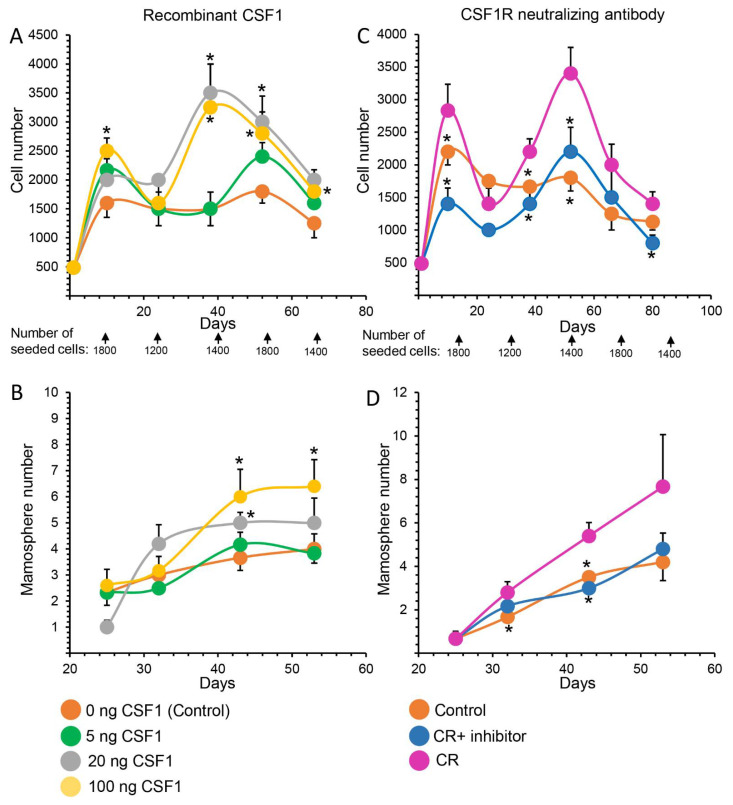
Manipulating the CSF1–CSF1R interaction affects mammary epithelial stem cell (MaSC) self-renewal. (**A**) Latent dose-dependent inductive effect of recombinant CSF1 on cell-propagation rate in cultures initiated by MaSCs. MaSCs (350 cell/well) were seeded in 96-well plates. Recombinant CSF1 was supplemented for the first 8 days in culture (days 1 and 4). Cells were counted and re-seeded in fresh medium at the indicated times. (**B**) Dose-dependent effect of CSF1 on mammosphere formation. Cells were incubated with CSF1 as described in Panel A and mammosphere generation was recorded at the indicated times. (**C**) Time course analysis of the latent effect of CSF1R-neutralizing antibody on cell-propagation rate in cultures initiated by MaSCs. Conditioned medium was collected from CD14^high^CD24^neg^ monocyte/macrophage cultures of 10,000 cells/well containing in 100 µL medium. CSF1R-neutralizing antibody (10 µg/mL) was added for the first 8 days of culture (days 1 and 4). For details see Panel (**A**). (**D**). Dose-dependent effect of CSF1R-neutralizing antibodies (10 µg/mL) on mammosphere formation from MaSCs. For details see Panel (**C**). Dots represent mean ± SEM of 5 replications. * *p* < 0.05.

**Figure 9:**
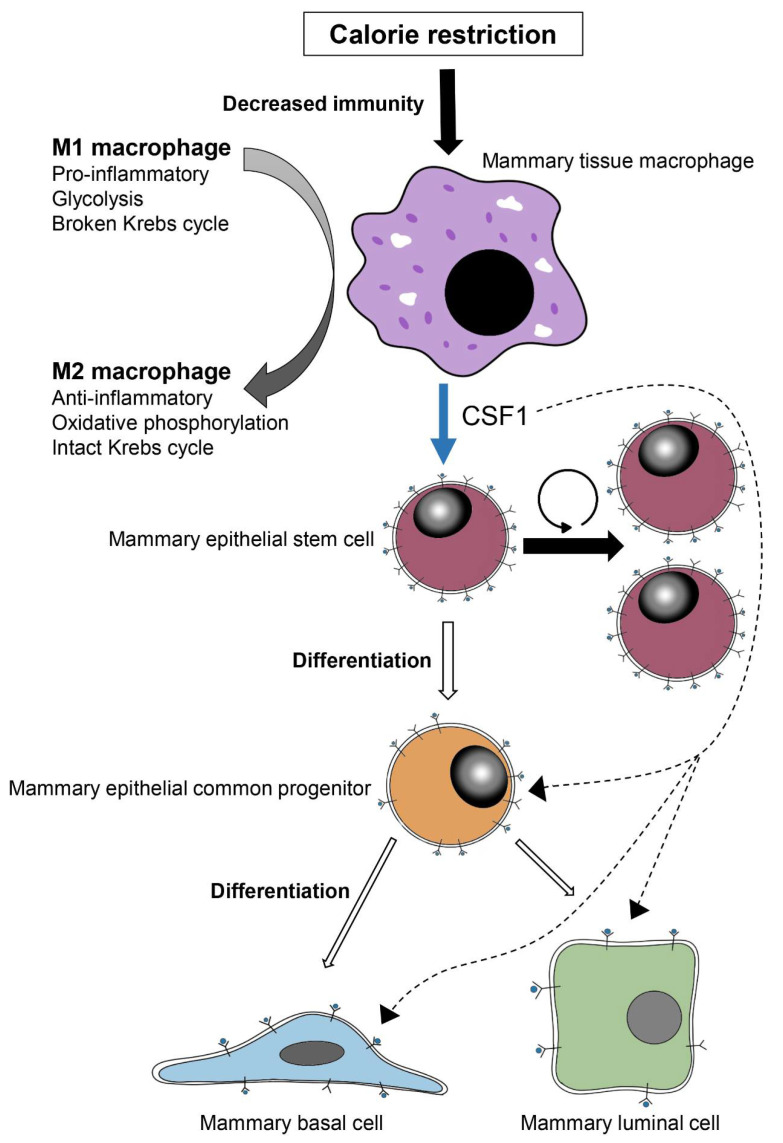
Scheme summarizing study results. The decrease in energy flow to the mammary gland due to calorie restriction (CR) is detected by the residing macrophages and translated into polarization toward the M2 anti-inflammatory and more economic macrophage phenotype. Expression and secretion of CSF1 are then induced. The CSF1 binds CSF1R, which is highly expressed on the surface of the mammary epithelial stem cells (MaSCs), promoting their self-renewal. A distinct effect of CSF1 on mammary epithelial progenitors and their differentiated luminal and basal descendants is probable but was not investigated in this study.

**Table 1:** IPA analysis of genes encoding secreted proteins that are highly expressed in calorie-restriction (CR)-treated mice, compared to their ad libitum-fed counterparts and interact with reported stem cell markers.

Analysis	Effector	Secreted Effector	Target Population	Target	Type of Effect	Ref.
#1	Secreted proteins (103 encoding genes)	Csf1	Mouse mammary stem cells (108 genes)	Lgr4, Retnla	Expression	[7]
		Gdnf		Gfra1	Expression	
		Igf1		Pappa, Znf365	Expression	
		Plaur		Itga6	Expression	
#2	Secreted proteins (103 encoding genes)	Csf1	Mouse and human mammary stem cells (43 genes)	Lgr4	Expression	[7]
		Plaur		Itga6	Expression	
#3	Secreted proteins (103 encoding genes)	Brca1	Stem cells from various mouse tissues (36 genes)	Anxa1	Protein–protein interaction	[52]
		Cdca5		Angptl4, Anxa1	Protein–protein interaction	
		Csf1		Tab3	Expression	
		Cxcl12		Dock9	Expression	
		Dcn		BRCA1	Protein–protein interaction	
		Igf1		Brca1, Chek1	Expression Activation	
		Nav2		Emilin2	Protein–protein interaction	
		Rad54B		Igfbp3	Protein–protein interaction	
		Tab3		Emilin1	Protein–protein interaction	
		Trim37		Tnfrsf1A	Protein–protein interaction	
		Trip6		Tle4	Protein–protein interaction	
		Vegfa		Brca1	Protein–protein interaction	

## Data Availability

Data have been deposited in GEO under accession number GEO GSE207481.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11182923/s1, Table S1. Antibodies and recombinant protein used in this study. Table S2. Genes affected by calorie restriction (CR) (CR/control: ≥1.5-fold difference, Padj ≤ 0.05 and counts ≥30 in at least one of the samples). Figure S1. IPA analysis of the calorie restriction (CR) effect on physiological system development and function. The analysis was performed on genes encoding secreted proteins that were differentially expressed in cells from CR vs. ad libitum-fed control, with a background of total number of secreted proteins identified by UniProt, IPA and the human genome atlas. Figure S2. Immunohistochemical analysis of CD14 and F4/80 expression in mammary ducts and lymph node. Bar = 50 µm.

How the deposited data were processed for this re-analysis (not part of the article)

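Gene expression was measured in non-epithelial mammary cells of 4 ad libitum-fed and 5 CR female FVB/N mice, with 1 library per mouse from 15000 sorted cells and 30 ng of RNA. The paper gives the food of the CR mice as 70% of that of their counterparts and the submitters' notes give 65%. The libraries carry the numbers 2 to 5 for ad libitum-fed mice and 1 to 5 for CR mice.

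The authors trimmed the reads with cutadapt, aligned them to the mm10 genome with STAR, counted them with HTSeq at the 3' ends of RefSeq genes, removed duplicates by their molecular identifiers and normalized the counts with DESeq2. The versions of these tools are not given in the sources used here. The authors deposited the normalized signal to 2 decimals, for 11063 genes. This is the count of molecules per gene, corrected for saturation of the identifiers and divided by the size factor of the library. In each library all values were whole multiples of a single step to within 0.0051 normalized counts, for 100% of the values above 0, and dividing by the step gave whole counts. These recovered counts summed to 382877 to 817030 (median 480190) in the ad libitum libraries and to 785301 to 1485963 (median 974109) in the CR libraries. A count of 0 allows up to 3 counts, which is 1.55 to 5.85 normalized counts depending on the library, and this limit covers counting error only. Between 9557 and 10616 genes were detected per library. No pair of libraries of a diet was a duplicate, since the smallest chi-square per degree of freedom of the recovered counts was 3.70 among ad libitum-fed mice and 5.43 among CR mice.

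The design set before the data were examined named the quasi-likelihood test of edgeR for counts, and limma on log2(normalized count + 1) where no raw counts were given. As the deposited values are normalized, limma (trend) was used, on the 6815 genes that reached 10 normalized counts in at least 4 libraries, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05, a fold change of at least 1.5 and at least 30 counts in at least 1 library, the criteria of Table S2. Whether these 30 counts are normalized or recovered counts is not stated in the paper. The reading as recovered counts was settled after both had been tried and DESeq2 had given the gene counts of Table S2 under it. Single genes were also compared by exact two-sided permutation tests over all 126 assignments of the 9 mice, for which the smallest p is 0.00794. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, for lists with at least 3 tested members. Fry was run on the same lists. The share of list members among the called genes was tested with Fisher's exact test, one-sided. Libraries were clustered on 1 minus the Pearson correlation with average linkage.

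The 42 gene lists, with 685 genes in all, and the rule for the genes named in the text were written before the data were examined. The lists came from textbook knowledge. The paper and its Table S2 had been read by then, so that their genes and fold changes count as seen. The rule takes the genes the paper names for this experiment, the 8 called genes without overlap between the diets that changed most in each direction, the 5 called genes with the smallest p in each direction, for each list the 2 to 4 members with the smallest p and the member with the highest level, and the members of the CSF family. Genes outside the rule are marked where they appear, except Lyz2, Lum, Col1a1 and Col1a2, which enter as single markers set beside Csf1. Lyz2 was chosen after its values had been seen. Csf1r, Adgre1, Pappa, Zfp365, Brca1, Tab3, Chek1, Nav2, Rad54b and Trim37 were not analysed here. The other experiments of the paper were not analysed here, and neither were the enrichment analyses with GO and IPA.

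The tests were checked on simulated counts drawn for the real genes and library sizes, with 50 genes changed at each of 4 fold sizes. In this simulated comparison of CR with ad libitum-fed mice, over 6859 genes, limma called 10% of the genes changed 1.5-fold, 40% of those changed 2-fold and 100% of those changed 4-fold and 12-fold, and 12 of 6659 unchanged genes. On the simulated counts DESeq2, over 11063 genes, called 12% of the genes changed 1.5-fold and 48% of those changed 2-fold. The rates at 1.5-fold are bounded by the fold criterion of the calls, a log2 change of 0.585. The median size found for these genes was 0.578 with limma and 0.576 with DESeq2. The changed genes were drawn from genes past the filter with a higher minimum of counts, as many raised as lowered. Both diets were given the same spread. These rates therefore do not hold for low genes, for an unequal spread or for changes mostly in 1 direction.

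Other settings tried were DESeq2 with the settings of the study, limma-voom, other scalings (library size, upper quartile, the genes of the Fibroblasts list), other filters, thresholds and pseudocounts, the T cells list as a covariate, the replicate number as a block, and leaving out each library in turn. The edgeR test on recovered counts, TMM scaling, recovered counts thinned to the smallest library, 30 normalized counts as the minimum and clustering without the called genes were added after the data were seen. The analysis used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Positions are those of GRCm38.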

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

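The tests of explanations for the T cell and Csf1 patterns and the counts over other splits of the mice were chosen after the results had been seen.

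The markers of T cells fell together in CR, with folds between 9.41 and 16.1. The SD of the log2 fold changes of the 18 tested markers was 0.24, against a median standard error of 0.39 for a single marker. A lower share of T cells among the sorted cells would give such a common fall. The comparison cannot single it out, since variation between mice that the markers share enters the standard error and not the SD. By flow cytometry the paper counted a larger CD14low-neg lymphoid population in ad libitum-fed mice, by much less than these folds and without a significant difference. The greater depth of the CR libraries is argued against, since the median log2 fold change was -3.54 after all libraries had been thinned to the smallest total. A less complete magnetic removal of marked cells in the ad libitum-fed mice cannot be told apart from a diet effect, since endothelial markers, removed in the same step, had a median log2 fold change of -1.21 with an SD of 1.75 over 5 members, and fibroblast markers, of whose cells the step removes only some, had 0.50 with an SD of 0.39 over 21, which runs against a poorer removal of every marked cell type and leaves that of blood cells alone open. An effect of the diet on T cells themselves was not tested.

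Csf1 was higher in CR, and depth as the cause is argued against by a log2 fold change of 1.04 (standard error 0.22, adjusted p = 0.00294, limma) after thinning. A larger share of cells that carry the macrophage markers as a whole is argued against in the main scaling, though on few genes and not in every setting. The median log2 fold change of 5 macrophage markers was -2.74 (SD 1.60), and none was higher. It rests on the 3 that were lower, since Cd14 and Lyz2 stood at -0.07. Whether these 3 are particular to macrophages in the mixed cells was not tested, and markers of NK and cytotoxic cells fell by a similar median of -2.98. Over all 13 macrophage genes, without the filter, the median was -1.53 or lower in each of 5 scalings and in thinned counts. This measure was added after the filtered median had been seen to shrink in thinned counts. Only 5 of these 13 genes reached the filter in the main scaling, so that this median rests largely on genes of low counts. With the filter the median was -1.32 over 4 genes with upper-quartile scaling, -0.52 over 3 genes with libraries scaled to the Fibroblasts list and -0.10 over 3 genes in thinned counts. With the Fibroblasts scaling and in thinned counts, it lay below Csf1 by less than the SD over those genes (1.52 and 1.54). The filtered markers therefore do not decide the question in these settings. A larger share of CD14-positive cells cannot be told apart from a rise within cells, since Cd14 had a log2 fold change of -0.07, as had Lyz2, the rise of Csf1 relative to Cd14 was 1.08 (exact permutation test, two-sided, p = 0.143), and the paper counts more CD14-positive cells under CR by flow cytometry, without a significant difference. A larger share of fibroblasts cannot be told apart from a rise within cells, since the change of Csf1 beyond the mean of the fibroblast markers was 0.55 on the log2 scale and did not pass (exact permutation test, two-sided, p = 0.0714). A rise of Csf1 within cells under CR therefore stays open in these RNA values, as a hypothesis. For the protein, the paper reports more CSF1 in cultured macrophages of CR mice than in those of their controls, which was not analysed here.

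The level of Csf1 RNA was compared with that of candidate source cells. The most abundant transcript of 13 macrophage genes in CR, Cd14, had 141 ± 117 normalized counts (SD, n = 5) against 680 ± 117 for Csf1. Of 24 fibroblast genes, 8 were above the level of Csf1. Levels of different transcripts in mixed cells cannot decide the source, since the level of Csf1 in each cell type was not measured. Macrophages and fibroblasts both stay open as candidate sources. The comparison concerns RNA, and the protein staining of CD14-positive cells in the paper was not analysed here.

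For the 1067 called genes, 1 of 100 splits drawn, the real one, gave as many, and the highest other gave 307. This argues against chance without excluding it, since splits that mix the diets carry the difference within their groups and call few genes. A difference other than diet that runs with the groups would give the same count. For the 144 genes for secreted proteins the highest other count was 31, with 1 of 100 splits, the real one, as large, but this does not bear on chance, since the authors chose these genes on the same mice in their real groups. Chance is not excluded for the number of gene lists that passed camera, with 17 lists for the diets, 19 in the highest other split and 9 of 100 splits as large.

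Gene lists that the paper does not discuss passed camera toward higher levels in CR, and none of them passed with an estimated correlation. Of immediate early genes 11 of 20 were higher (median log2 fold change 0.74, adjusted p = 0.126 with an estimated correlation), of heat shock genes and chaperones 6 of 14 (0.69, adjusted p = 0.271) and of glucocorticoid response genes 8 of 16, with 1 lower (0.77, adjusted p = 0.225). The medians with libraries scaled to the Fibroblasts list were 0.28, 0.23 and 0.32, and 3, 1 and 2 genes were higher, with 1 immediate early gene and 1 glucocorticoid response gene lower. Of genes of lysosomes and autophagy 5 of 20 were higher (median 0.21, adjusted p = 0.345 with an estimated correlation) and of genes of ribosome biogenesis 8 of 19 (0.39, adjusted p = 0.345), and these medians turned to -0.25 and -0.05 with that scaling, where no gene of either list was higher.

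Single mice stood far from the others of their diet in 15 of 232 groups of values tested, where chance gives about 1 in 20. Ad libitum mouse 4 had 37.4 normalized counts of Fosl1 (74.1 to 78.1 in the others) and 113 of Nop58 (189 to 195), and its mean log2 level was 5.92 for genes of lysosomes and autophagy (6.29 to 6.32) and 6.42 for genes of matrix remodelling (6.96 to 7.04). Ad libitum mouse 3 had 58.5 normalized counts of Trip6 (41.2 to 43.1). CR mouse 1 had a mean log2 level of 5.39 for Schwann cell genes (4.59 to 4.82), and CR mouse 2 had 92.1 normalized counts of Trip6 (113 to 121). CR mouse 3 had 1706 normalized counts of Ccl7 (691 to 953), 1208 of Anxa1 (696 to 789.6) and 15.3 of Mx1 (5.15 to 6.71). CR mouse 4 had 3.61 normalized counts of Cdca5 (0 to 0.86), 8.26 of Areg (0 to 2.35) and 62.0 of Dgat1 (38.2 to 43.5). CR mouse 5 had 395 normalized counts of Nop58 (326 to 338) and a mean log2 level of 2.23 for genes of monocytes and macrophages (3.50 to 3.99).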

How the results depend on the processing

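A set of 5 settings was added after the data were seen, namely edgeR on recovered counts, TMM scaling, thinned counts, a minimum of 30 normalized counts, and clustering without the called genes, and the other settings were fixed before. The number of called genes, 1067, lay between 844 and 1194 in the settings in which it moved by less than 1.5 times, and between 800 (without ad libitum library 4) and 1144 with single libraries left out, with 355 to 589 higher and 445 to 555 lower. The genes for secreted proteins ranged from 101 to 138, with 64 (without ad libitum library 4) to 94 higher and 37 to 44 lower. The log2 fold change of Csf1 was 0.78 to 1.21 with single libraries left out, and the number of lists was 8 to 12 higher and 8 to 9 lower. That of Bst1 was 0.65 to 1.56. At an adjusted p of at most 0.01, a stricter threshold by construction, 594 genes were called and 206 of them higher, with 78 genes for secreted proteins and 45 of these higher. With libraries scaled to the Fibroblasts list, 55 genes were higher, 57 genes for secreted proteins were called and 12 of these were higher, and the log2 fold change of Csf1 was 0.55 (adjusted p = 0.18, limma); this scaling sets the mean change of those genes near 0, and which scaling is right was not tested. Relative to each of 21 fibroblast markers alone the rise of Csf1 lay between 0.091 (Dpt, exact permutation test, two-sided, p = 0.746) and 1.52 (Lum, p = 0.0794), and it passed that test for 2 of them, with 1.10 for Col1a1 and 0.97 for Col1a2, and not for the other 19. Relative to their mean it was 0.40 to 0.71 with single libraries left out and passed only without CR library 4. Relative to Cd14 and Lyz2 alone it was 1.08 for each and did not pass (exact permutation test, two-sided, p = 0.143 and 0.476), and relative to all macrophage markers it was 2.55 to 3.38 with single libraries left out. The cause was not tested. With an estimated correlation 0 lists were higher and 0 lower in camera. Fry, which does not set a list against the other genes, gave 11 lists higher and 10 lower. Clock genes and the IGF axis passed fry (adjusted p = 0.000668 and 0.0214), and chemokines and fibroblasts did not (adjusted p = 0.0852 and 0.0948). In Fisher's exact test for genes called higher, chemokines and fibroblasts passed (adjusted p = 0.0056 and 0.0372), and clock genes and the IGF axis did not (adjusted p = 0.588 and 0.217). Apart from the covariate, the lists of macrophages and of lysosomes lost their camera call in 2 and 5 of 25 other settings, of which 1 is the stricter threshold for the lysosomes, and the lists of chemokines, the IGF axis, M1 genes, clock genes, pericytes and the cell cycle passed camera in 9, 11, 11, 3, 3 and 1 of them. Clustering separated the diets in all settings fixed before, and 3 libraries were misplaced without the called genes, which had been selected for the diet difference.

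The mean level of the T cells list as a covariate did not overlap between the diets, so that it takes up most of the diet effect by construction. With it, limma called 0 genes, 0 higher and 0 lower, 0 genes for secreted proteins, 0 higher and 0 lower, and 4 lists were higher and 1 was lower. Values then turned in sign, to log2 fold changes of -0.49 for Csf1, 0.27 for Cd6, 1.36 for Lta, 0.29 for Ccl5, 0.15 for Cd69, -0.74 for Igf1, -0.87 for Anxa1, -0.63 for Vegfa, -0.62 for Fosl1, 2.47 for Ctsw, 3.91 for Tyrobp, 1.15 for Tnf, 1.12 for Pecam1, -0.74 for Mt1, 0.26 for Psmb9, 2.53 for Cd74, -0.16 for Nop58, -0.39 for Adamts1, -1.19 for Itga5 and -0.30 for Dpt. List medians turned to 0.29 for NK cells, 3.25 for monocytes and macrophages, -0.82 for fibroblasts, -0.73 for the glucocorticoid response, 0.51 for MHC class I, 2.78 for MHC class II, -0.89 for ribosome biogenesis and -0.47 for matrix, and the lists of adhesion and of the interferon response, whose medians of 0.12 and -0.084 kept their sign, turned in direction in camera (adjusted p = 0.906 and 0.973). Such values carry no separate evidence on the diet.

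The replicate number as a block, with CR library 1 left out, gave 866 called genes, 388 higher and 478 lower. Whether the numbers pair the mice is not stated in the sources used here. Deviations of mice with the same number were correlated at -0.07, -0.02, 0.03 and 0.04, which gives no sign of a pairing but cannot exclude it. DESeq2 median-ratio scaling is the normalization of the deposited values themselves, a pseudocount of 1 is the one used, and no filter on low values is the same as no filter, so that these gave no further values. Csf1r gave no value. A change of sign between 2 values that both missed the threshold was counted as no change. Bst1 and Cdca5 had at most 20 and 7 recovered counts in a library. On counts simulated at the depth and number of mice of these groups, with the same spread for both diets and without low genes among those changed, limma called 10% of the genes changed 1.5-fold. It called 40% of those changed 2-fold. The rate at 1.5-fold is bounded by the fold criterion itself, since the median log2 change found was 0.578 in size and a call requires 0.585. For the genes changed 2-fold, whether depth, spread or the number of mice sets the limit was not tested.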

Differences from the paper's values

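The paper's adjusted p of Csf1 is about 0.0006 in Figure 4A, read by eye, and that found here with limma was 0.00318. Of the settings fixed before the data were examined, DESeq2 with the settings of the study (adjusted p = 0.000628) and limma without ad libitum library 5 gave a value that did not differ from the paper's, and the others gave values that did. The fold change of Psd4 is -41 in the paper's Table S2, and that found here was -21.9 on the scale of log2(normalized count + 1). It did not differ from the paper's with DESeq2, limma-voom, scaling to the Fibroblasts list or a pseudocount of 0.1, and it did with the others.

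With DESeq2 all 1067 genes of the paper's Table S2 were called in its direction, with 486 higher and 581 lower in CR and with fold changes within 5% or 0.06 of its values. The limma count of 1067 is equal to that number although only 997 of the genes are the same, and limma called 526 higher and 541 lower. Of the 151 genes for secreted proteins, limma called 144, and the paper's 103 higher and 48 lower were 99 and 45.

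The paper describes the Lin- mammary cells as devoid of endothelial cells and fibroblasts, and its methods state that endothelial and some fibroblast cells were removed. Genes of the Fibroblasts list took up 2.72% of the normalized counts in ad libitum-fed mice and 3.52% in CR mice, with 9771 ± 1605 normalized counts of Gsn in CR (SD, n = 5), while the endothelial marker Pecam1 had 45.9 ± 10.5 (SD, n = 4) and 8.12 ± 4.64 (SD, n = 5).

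Table 1 lists Cdca5 among the secreted effectors higher in CR, with Angptl4 and Anxa1 as its targets. Cdca5 is not among the genes for secreted proteins of Table S2, whereas Angptl4 and Anxa1 are, and these were higher in CR (log2 fold changes of 2.29 and 1.17, adjusted p = 9.29e-05 and 0.00744, limma), although Anxa1 had 0.72 and did not pass the test with libraries scaled to the Fibroblasts list. Cdca5 had 1.82 ± 1.47 (SD, n = 4) and 1.06 ± 1.49 normalized counts (SD, n = 5) in ad libitum-fed and CR mice, at most 7 recovered counts in a library, whereas Csf1, Igf1, Plaur, Cxcl12, Dcn, Trip6 and Vegfa of the same column were higher in CR.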

Other observations

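No test of an explanation is reported here, and the genes marked as such were chosen after their values had been seen. Immediate early genes, induced within minutes of stimulation and also by the dissociation of tissue, were higher in CR for 11 of 20 members and lower for none (18 when adjusted over the list alone). The transcription factor Atf3 rose from 275 ± 22.8 (SD, n = 4) to 648 ± 185 normalized counts (SD, n = 5) and Ier3 from 306 ± 74.7 to 815 ± 218 (adjusted p = 0.000314 and 0.000195, limma). Of 14 heat shock genes and chaperones, 6 were higher and none was lower (9 when adjusted over the list alone), and 11 were higher without CR library 1. Hspd1, a mitochondrial chaperone, rose from 152 ± 36.4 to 327 ± 112 normalized counts. Of 16 glucocorticoid response genes, 8 were higher and 1 was lower (10 and 1 when adjusted over the list alone), among them the metallothionein Mt1, from 12188 ± 3823 to 23241 ± 2639.6 normalized counts, and Errfi1, an inhibitor of EGF receptor signaling, from 473 ± 86.3 to 820 ± 124 (adjusted p = 0.00231 and 0.0032, limma). The lower member was not lower without ad libitum library 2 or 3 or CR library 5, or with upper-quartile scaling. When libraries were scaled to the Fibroblasts list, 3 immediate early genes were higher and 1 was lower, 1 heat shock gene was higher, 2 glucocorticoid response genes were higher and 1 was lower, and Atf3, Hspd1, Mt1 and Errfi1 did not pass the test, with log2 fold changes of 0.73, 0.60, 0.54 and 0.34. In camera the adjusted p was 2.13e-08, 2.01e-05 and 9.6e-05 for the 3 lists, and with an estimated correlation an adjusted p = 0.126, an adjusted p = 0.271 and an adjusted p = 0.225. Of 9 clock genes 2 were higher (2 when adjusted over the list alone), Nr1d1, a repressor of the clock, from 26.4 ± 3.56 to 99.2 ± 28.8 normalized counts (adjusted p = 9.74e-05, limma), and Cry2. The list did not pass camera (adjusted p = 0.0542), and its median log2 fold change was 0.22, and -0.23 with libraries scaled to the Fibroblasts list, where 1 gene was higher and Cry2 did not pass the test.

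Of 27 ribosomal protein genes, 9 were lower and none was higher (12 when adjusted over the list alone), with 5 lower without ad libitum library 2, 3 without ad libitum library 3 and 4 without CR library 1. The scaling moved this count to 15 lower with libraries scaled to the Fibroblasts list and to 4 lower with upper-quartile scaling. Rplp1 fell from 8691 ± 1053 (SD, n = 4) to 5289 ± 466 normalized counts (SD, n = 5) (adjusted p = 0.00164, limma). Of 19 genes of ribosome biogenesis, 8 were higher (8 when adjusted over the list alone), from 2 to 5 without any of ad libitum libraries 3 and 4 and CR libraries 1, 3 and 4, among them Nop58, from 173 ± 39.8 to 342 ± 30.2 normalized counts. None of them was higher with libraries scaled to the Fibroblasts list, where the median log2 fold change was -0.05 and Nop58 had 0.55 and did not pass the test, and 5 were higher with scaling by library size alone. In camera the adjusted p was 7.94e-06 and 0.00316, and with an estimated correlation an adjusted p = 0.271 and an adjusted p = 0.345. Of 20 genes of lysosomes and autophagy, 5 were higher (6 when adjusted over the list alone), and 1 to 3 without any of ad libitum libraries 3 and 4 and CR libraries 4 and 5, with an adjusted p of 0.0274 in camera and an adjusted p = 0.345 with an estimated correlation. That list did not pass camera without ad libitum library 4 (adjusted p = 0.0901) or CR library 4 (adjusted p = 0.0598), in thinned counts (adjusted p = 0.0599) or with libraries scaled to the Fibroblasts list (adjusted p = 0.124), where no member was higher and the median was -0.25. Among genes of lipid synthesis, Dgat1, which completes triglyceride synthesis, fell from 189 ± 34.6 to 45.9 ± 9.23 normalized counts (adjusted p = 2.82e-06, limma), and 2 of 10 genes of the list were lower and 1 was higher (2 and 1 when adjusted over the list alone; camera adjusted p = 0.527). Of 15 genes of fatty acid oxidation 2 were higher, among them Acadl, and of 12 of glycolysis 1 was higher at a list median log2 fold change of -0.35, with the same counts when adjusted over the list alone and camera adjusted p of 0.11 and 0.156. Scaling by library size alone gave 1 higher and 2 lower genes of glycolysis. Scaling to the Fibroblasts list gave 0 higher and 4 lower genes of glycolysis, and no gene of lipid synthesis or of fatty acid oxidation was higher (medians of -0.54 and -0.03), and Acadl did not pass the test. None of 7 genes of cholesterol synthesis passed the limma test (camera adjusted p = 0.709), and of 24 of oxidative phosphorylation 1 was lower (none when adjusted over the list alone; camera adjusted p = 0.181). In the scaling to the Fibroblasts list 1 gene of cholesterol synthesis and 3 of oxidative phosphorylation were lower, and with upper-quartile scaling none of the latter. Of 7 cell cycle genes 2 were lower (2 when adjusted over the list alone; camera adjusted p = 0.181).

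Stat6, which encodes the transcription factor whose phosphorylated form the paper stains as a mark of M2 macrophages, fell from 60.0 ± 16.6 (SD, n = 4) to 27.4 ± 3.12 normalized counts (SD, n = 5) (log2 fold change -1.07, adjusted p = 0.00683, limma). RNA of the mixed cells and phosphorylated protein of single cells are not the same measure. Of 3 tested M2 genes Stat6 was the only one that was lower (2 when adjusted over the list alone), and without ad libitum library 2 there were 2. Of 5 M1 genes 2 were lower (3 when adjusted over the list alone), Ccl5 and Tnf, and neither list passed camera (adjusted p = 0.28 and 0.0531). Ccl5 and Tnf are also products of T cells and NK cells, and their log2 fold changes of -3.56 and -3.26 stand beside a median of -3.68 for the T cell markers in the same mixed cells. None of 2 tested plasma cell genes, 2 dendritic cell genes and 1 neutrophil gene passed the limma test. Of 4 Schwann cell genes Pmp22 was higher and Mbp was lower (the same when adjusted over the list alone; camera adjusted p = 0.934), with a median log2 fold change of 0.54 and a mean of 0.04. Of 5 genes of the CSF family, 1 was higher (1 when adjusted over the list alone; camera adjusted p = 0.324). When libraries were scaled to the Fibroblasts list, 2 M2 genes and 1 plasma cell gene were lower, Pmp22 did not pass the test, and no gene of the CSF family was higher. Erythroid genes were not analysed here.

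A group of 3 genes listed in Table S2 owed at least 80% of the counts of their group to 1 library, and were chosen here after their values had been seen. Nhlh2 had 5029 normalized counts in CR mouse 4 and at most 1.62 in any other mouse, and Gm10436 had 87.8 in CR mouse 4 and 0 in all others. Tnnc2, a gene of skeletal muscle, had 52.2 normalized counts in CR mouse 1, which is 83.9% of the counts of the CR mice, and of the 7 skeletal muscle genes analysed here none reached the filter. Acta1, another of these genes, had 282 normalized counts in CR mouse 1 and at most 9.7 in any other mouse. Genes called lower in CR made up 11.2% of the normalized counts in ad libitum-fed mice and 4.05% in CR mice, and genes called higher 14.6% and 26.1%.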
